# RNA-Seq Profiling of Circular RNAs During Development of Hindgut in Rat Embryos With Ethylenethiourea-Induced Anorectal Malformations

**DOI:** 10.3389/fgene.2021.605015

**Published:** 2021-04-13

**Authors:** Si Ying Li, Chen Yi Wang, Yun Xia Xiao, Xiao Bing Tang, Zheng Wei Yuan, Yu Zuo Bai

**Keywords:** anorectal malformation, high-throughput RNA sequencing, circRNA, circRNA-miRNA-mRNA network, competing endogenous RNA

## Abstract

Anorectal malformations (ARMs) are among the most common congenital terminal digestive tract malformations. Circular RNAs (circRNAs), a novel type of endogenous non-coding RNAs, play roles in the development of the digestive system; however, their contributions to the pathogenesis of ARMs are not well-established. In this study, we explored the mechanism underlying ethylenethiourea (ETU)-induced ARMs by profiling circRNA expression via RNA-seq and constructing a regulatory circRNA-miRNA-mRNA network. Nine pregnant rats were gavage-fed a single dose of 125 mg/kg 1% ETU (ARM group) on gestational day 10 (GD10), and another 9 pregnant rats received a similar dose of saline (normal group) as a control. Embryos were obtained by cesarean section on the key time-points of anorectal development (GD14, GD15, and GD16). Hindgut samples isolated from the fetuses were evaluated by high-throughput sequencing and differentially expressed circRNAs were validated by reverse transcription-quantitative polymerase chain reaction, agarose gel electrophoresis, and Sanger cloning and sequencing. A total of 18295 circRNAs were identified in the normal and ARM groups. Based on the 425 differentially expressed circRNAs (|Fc| > 2, p < 0.05), circRNA-miRNA and miRNA-mRNA pairs were predicted using miREAP, miRanda, and TargetScan. A total of 55 circRNAs (14 up- and 41 downregulated in the ARM group compared to the normal group) were predicted to bind to 195 miRNAs and 947 mRNAs. Competing endogenous RNA networks and a Kyoto Encyclopedia of Genes and Genomes analysis revealed that novel_circ_001042 had the greatest connectivity and was closely related to ARM-associated signaling pathways, such as the Wingless Type MMTV integration site family, mitogen-activated protein kinase, and transforming growth factor-β pathways. These results provide original insight into the roles of circRNAs in ARMs and provide a valuable resource for further analyses of molecular mechanisms and signaling networks.

## Introduction

Anorectal malformations (ARMs) are the most common congenital terminal digestive tract malformations, with an incidence of approximately 1 in 5,000 births and a slightly lower incidence in females than in males (Cuschieri and Eurocat Working Group, 2001; Wood and Levitt, 2018). The wide spectrum of ARM phenotypes includes stenotic anus, ectopic anus, rectourethral fistula, and rectovestibular fistula (Endo et al., 1999; Bai et al., 2004; Wijers et al., 2014). More than half of patients with ARM also suffer from congenital anomalies of the urogenital system, cardiovascular system, skeleton, and gastrointestinal tract (Stoll et al., 2007; Nah et al., 2012). Despite sophisticated surgical reconstruction operations, many patients continue to experience complications, such as fecal incontinence and constipation, which adversely affect their quality of life (Grano et al., 2013; Rintala, 2016). Recent studies have identified genes and genetic signaling pathways involved in the remarkable pathophysiology of ARMs; however, the specific etiology remains unclear (Draaken et al., 2012; Wijers et al., 2014). Therefore, it is essential to investigate the pathogenesis of ARMs.

Circular RNAs (circRNAs) are a novel type of endogenous non-coding RNA that predominately exist in the mammalian cytoplasm or exosomes (Szabo et al., 2015). CircRNA forms a covalent, closeloop structure lacking both 5′–3′ polarity and a poly-A tail (Lasda and Parker, 2014). This special structure makes circRNAs resistant to degradation by RNA exonucleases, RNase R, and debranching enzymes, more stable than linear transcripts, and less prone to degradation (Suzuki and Tsukahara, 2014; Vicens and Westhof, 2014). The first circRNAs to be identified, viroid, was found in RNA viruses in 1976 (Sanger et al., 1976) and was then found in eukaryotes by electron microscopy in 1979 (Hsu and Coca-Prados, 1979). Previous studies have focused on the biological functions of circRNAs, including their roles as “sponges” for microRNAs via competing endogenous RNA (ceRNA) networks, the circRNA-miRNA-mRNA axis, alternative mRNA splicing patterns via RNA-binding proteins, interactions with RNA polymerase II to regulate transcription, and translation by ribosomes and encoding proteins (Abe et al., 2013; Hansen et al., 2013; Zhang et al., 2013; Du et al., 2016). Recent studies have shown that circRNAs play important regulatory roles in embryonic development, apoptosis, differentiation, and proliferation (Lukiw, 2013; Bachmayr-Heyda et al., 2015; Maiese, 2016). Numerous differentially expressed circRNAs are involved in the development of gastrointestinal diseases and are potential diagnostic and prognostic biomarkers (Torre et al., 2015; Li et al., 2020). Our current understanding of the exact molecular mechanisms by which circRNAs affect the development of ARMs remains limited.

Ethylenethiourea (ETU) is commonly used to create animal models of ARM in rat embryos; typical phenotypes include an abnormally large distance between the urorectal septum and the cloacal membrane, postponed tailgut regression, abnormal apoptosis in the cloacal wall, and maldevelopment of the dorsal cloaca and membrane (Qi et al., 2002; Macedo et al., 2007). Our research group has conducted a series of studies of miRNA and mRNA expression profiles in the development of hindgut in rat embryos (Tang et al., 2014; Long et al., 2018, 2020). However, very little is known about circRNAs in ETU-induced ARMs in rats, and sequence data for circRNA in ETU-induced ARMs have never been systematically described. In the present study, circRNA expression patterns in the hindguts of rat embryos with ETU-induced ARMs were profiled from gestational day (GD)14 to GD16, the key time period for anorectal development (Qi et al., 2002; Bai et al., 2004; Macedo et al., 2007).

To determine the molecular mechanism by which circRNAs operate in ARMs, high-throughput sequencing was used to detect differentially expressed circRNAs in embryonic hindgut tissues of rats with ETU-induced ARMs and normal hindgut tissues. Numerous previously unreported circRNAs were identified, which may improve our understanding of the roles of circRNAs in ARM development. We also constructed ceRNA networks based on target predictions. The aberrant expression of circRNAs detected in the present study improves our understanding of the mechanisms underlying ARMs and provides a valuable basis for future studies of this condition. Furthermore, our data will serve as a useful resource for the development of therapeutic targets and novel diagnostics in the future.

## Materials and Methods

### Ethics Statement

The present study was approved by the Ethics Committee of the China Medical University, Shenyang, China (no. 2015PS213K), and all procedures involving animals were performed in accordance with the guidelines for the care and use of laboratory animals.

### Animals Used and Tissue Collection

Mature female Wistar rats (number: 18; age: 7–8 weeks old; body weight: 230–280 g) were acquired from the Experimental Animal Center, Shengjing Hospital of China Medical University (Shenyang, China). The Key Laboratory of the Health Ministry for Congenital Malformations (Shenyang, China) provided a specific pathogen-free animal laboratory (room temperature: 22 ± 2°C; humidity: 55 ± 5%; 12 h light/12 h dark cycle; free access to water and food) for rodents. The ARM model and hindgut isolation procedure were constructed as per our previous protocol (Tang et al., 2014). In total, 9 pregnant rats were gavage-fed a single dose of 125 mg/kg 1% ETU (Sigma-Aldrich; Merck Millipore, Darmstadt, Germany) on GD10, and the remaining pregnant rats received the same dose of saline without ETU as a control. Cesarean sections were performed on GD14-GD16 to obtain embryos, and the presence of ARMs was determined by light microscopy. The specimens were stored in liquid nitrogen until use. All surgeries were performed after the intraperitoneal injection of sodium pentobarbital for anesthesia. The control group comprised of 252 saline-treated embryos without malformations. All 230 embryos with ETU-induced ARMs had short tails or no tails, and 15 died *in utero*. ARMs were detected in 86.1% (198/230) of ETU-treated embryos.

### RNA Extraction and RNA-Seq

Total RNA was extracted from the specimens using TRIzol (Life Technologies, Carlsbad, CA, United States) according to the manufacturer’s instructions. The RNA was qualified and quantified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). After rRNAs were removed, the rest of RNAs were fragmented using a fragmentation buffer and reverse-transcribed into cDNA with random primers. Second-strand cDNA was synthesized using DNA polymerase I, RNase H, dNTP (dUTP instead of dTTP), and buffer. Next, the cDNA fragments were purified using a QIAquick PCR Extraction Kit (Qiagen, Hilden, Germany), end-repaired, polyadenylated, and ligated to Illumina sequencing adapters. Uracil-*N*-glycosylase was used to digest the second-strand cDNA. After PCR amplification, the digested products were purified using AMPure XP Beads and a High Sensitivity DNA Assay Kit (Agilent Technologies, United States) was used for library quality inspection. RNA sequencing was carried out by Gene Denovo Biotechnology Company (Guangzhou, China) using a HiSeq 2500 system (Illumina, San Diego, CA, United States).

### RNA-Seq Analysis and Identification of circRNAs

To obtain high-quality clean reads, raw reads were filtered as follows: (1) reads containing adapters were removed, (2) reads containing more than 10% unknown nucleotides (N) were removed, and (3) low-quality reads containing more than 50% low-quality bases (*Q*-value ≤ 20) were removed. The efficiency of experimental ribosome RNA removal is affected by the species and sample quality. Therefore, the Bowtie2 short read alignment tool (Langmead and Salzberg, 2012) was used to map the reads to the ribosomal RNA (rRNA) database. The rRNA-mapped reads were removed, followed by mapping to the reference genome using TopHat2 (version 2.1.1) (Kim et al., 2013). After alignment with the reference genome, the reads that could be mapped to the genome were discarded, and the unmapped reads were collected for circRNA identification. The 20-mers from both ends of the unmapped reads were extracted and aligned to the reference genome to identify unique anchor positions within the splice site. Anchored reads that aligned in the reversed orientation (head to tail) indicated circRNA splicing and were subsequently subjected to find_circ (Memczak et al., 2013) to identify circRNAs. The circRNAs were blast searched against circBase (Glažar et al., 2014) for annotation. Those that could not be annotated were considered novel circRNAs. To quantify the circRNAs, back-spliced junction reads were scaled to reads per million mapped reads (RPM) according to the following formula: RPM = 10^6^C/N, where C is the number of back-spliced junction reads that uniquely aligned to a circRNA and N is the total number of back-spliced junction reads.

### Clustering Analysis and Principal Component Analysis (PCA)

The relationships between samples were explored using Unsupervised hierarchical clustering and PCA. Unsupervised hierarchical clustering analyses were performed using gmodels in R^1^ and PCA was conducted using ggplot2 in R^2^.

### Analysis of Differentially Expressed circRNAs

The edgeR software package^3^ was used to identify differentially expressed circRNAs between samples or groups. CircRNAs with an absolute value of fold change of ≥ 2 and a *p*-value of < 0.05 were identified as differentially expressed in comparisons between samples or groups.

### Trend Analysis

To examine patterns of differentially expressed circRNAs, the expression data for each sample were normalized to 0, log2 (v1/v0), and log2 (v2/v0) and clustered using Short Time-series Expression Miner (Ernst and Bar-Joseph, 2006). Clusters with *p* ≤ 0.05 were considered significant.

### Analysis of circRNA-miRNA-mRNA Interactions

To predict mRNAs that interact with circRNAs and miRNAs, miREAP, miRanda, and TargetScan were used, and the intersection between the three prediction algorithms was used as the prediction results for the miRNA target genes. Pairs with positively correlated expression were identified as ceRNA pairs. Negative correlations indicated miRNA-mRNA and miRNA-circRNA pairs. Competition between circRNAs and mRNAs for the same miRNA and positive correlations between circRNAs and mRNAs were then screened. circRNA-miRNA-mRNA networks conforming to the ceRNA rules were visualized using Cytoscape v3.7.1. The flowchart of the circRNA-miRNA-mRNA ceRNA network analysis shown in Figure 1.

**FIGURE 1:**
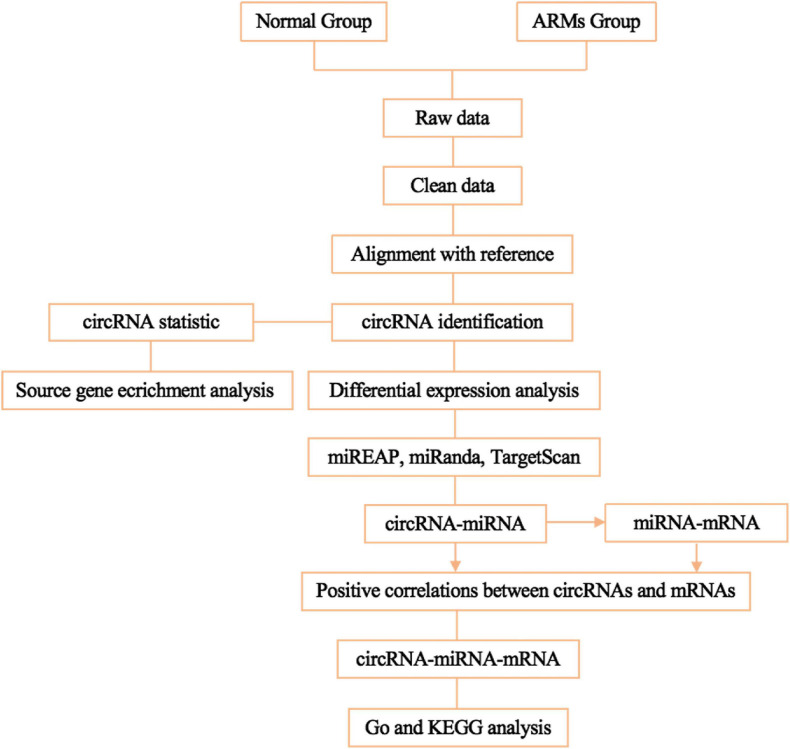
Flowchart of ceRNA network analysis.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Analyses

Source genes were mapped to GO terms in the Gene Ontology database^4^, gene numbers were calculated for every term, and significantly enriched GO terms for source genes compared to the genome background were defined using a hypergeometric test. Calculated *p*-values were subjected to false discovery rate (FDR) correction, taking FDR ≤ 0.05 as a threshold for significant enrichment.

KEGG is a major publicly available pathway-related database (Kanehisa et al., 2008). Pathway enrichment analyses were performed to identify significantly enriched metabolic pathways or signal transduction pathways in source genes compared to the whole genome background. The calculated *p*-values were subjected to FDR correction, taking FDR ≤ 0.05 as a threshold for significance. Bubble charts were generated using gglpot2 in R.

### Quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR)

Reverse transcription was performed using a PrimeScript RT Reagent Kit (Takara, Kusatsu, Japan). Fluorescence qRT-PCR was performed using an ABI 7500 detection system (Thermo Fisher Scientific, Waltham, MA, United States). Each 20 μL reaction mixture contained 2 μL of template cDNA, gene-specific primers (0.4 μM), 10 μL of SYBR Premix Ex Taq II (Tli RNaseH Plus, 2×), 0.4 μL of ROX Reference Dye II (50×), and 6 μL of sterilized RNase-free water. The reaction conditions were as follows: 50°C for 2 min, 95°C for 2 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. The relative expression levels of each circRNA normalized against the β-actin level were evaluated using the 2^–ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). qRT-PCR was performed with five biological replicates. Divergent primers were designed to confirm the back-splice junction and were synthesized by Shanghai Sangon Biotech (Supplementary Table 1). The qRT-PCR products were tested by electrophoresis on 2% agarose gels. The amplification products were inserted into a pUCm-T vector for Sanger cloning and sequencing to determine their full length.

### Statistical Analysis

Statistical analyses were performed using SPSS 21.0 (IBM SPSS, Armonk, NY, United States). Statistically significant differences were identified using Student’s *t*-tests (two-tailed). All values are presented as means ± standard deviation. Values of *p* < 0.05 were considered statistically significant.

## Results

### Overview of circRNA-Seq

In total, 1,043,148,336 and 1,032,539,926 clean reads were generated in the ARM and control groups, respectively. After removing the low-quality, poly-N-containing, and adapter-containing reads, 915,328,052 and 1,024,161,230 high-quality clean reads were obtained from the ARM and control groups, respectively. After using *find_circ* for mapping, 18,295 circRNAs were obtained. 

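The pregnant rats of the ARM group received ethylenethiourea (ETU), a compound that induces anorectal malformations in rat embryos, at 125 mg/kg as a 1% solution on GD10. Hindguts of ARM embryos and of normal embryos were sequenced at GD14, GD15 and GD16 in 18 libraries, with 3 biological replicates in each of the 6 groups. find_circ recognizes a circRNA by reads that cross its back-splice junction, where a downstream end is joined to an upstream start. The authors deposited the number of junction reads of each circRNA in each library, without normalization, and the same numbers as RPM, scaled to the total of all junction reads of that library. Each library held between 17163 and 38113 junction reads, with a median of 26862. The group medians were 18429, 28395 and 27309 in the ARM group at GD14, GD15 and GD16, and 23456, 26267 and 30499 in the normal group. Between 4118 and 6694 circRNAs were detected per library, of which 28.3 to 37.6% had 1 read. Over the 18 libraries, the median circRNA had 6 reads, 12028 circRNAs (65.7%) had under 10, and 760 were detected in every library. A group without a read of a circRNA could still hold up to 3 reads, which equals 32.04 to 54.7 RPM over the 3 libraries of a group. These floors cover counting error only, because reads copied from one molecule by PCR are not independent. Fold changes given as at least a value divide the mean of the other group by this floor. They take that mean as exact, without its own counting error. Replicates differed by more than counting error, since the chi-square per degree of freedom over circRNAs with at least 20 reads was between 1.69 and 3.03 in each of the 18 pairs of replicates. The counts of the 8909 circRNAs with reads in at least 3 libraries and at least 6 reads over all, which held 93.8% of the junction reads, were tested with edgeR. All 6 groups entered 1 quasi-likelihood model with TMM scaling, in which the biological coefficient of variation was 0.575. Standard errors of its log2 fold changes use a spread shared between circRNAs, so they do not measure the replicate spread of the single circRNA. A circRNA was called at a fold change of at least 2 and p under 0.05, as in the paper, and p-values adjusted by the Benjamini-Hochberg method are given beside the calls. Numbers after adjustment count adjusted p under 0.05 at any fold change, so they can hold circRNAs that were not called.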

All identified circRNAs were novel. Six types of circRNAs were identified. 

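The deposited table assigns each circRNA to a type. The annot_exons type, made of annotated exons, held 10400 circRNAs (56.8%), with a median length of 646 nt. The exon_intron type held 2209 (12.1%), with a median of 3079 nt. There were 2031 antisense circRNAs (11.1%), with a median of 712 nt, and 1677 intergenic ones (9.17%), with a median of 2031 nt. The one_exon type held 1204 (6.58%), with a median of 291 nt, and the intronic type 774 (4.23%), with a median of 558.5 nt. Among the 9978 circRNAs with reads in at least 3 libraries, the antisense share was 4.48% against 6.89% for intergenic and 6.14% for one_exon circRNAs, so that the antisense type came behind both. The annot_exons share was then 68.4% and the intronic share 1.85%.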

From most to least frequent, they were categorized as follows: annot_exon, exon_intronmost, antisense, intergenic, one-exon, and intronic (Figure 2A). Most of the circRNAs were approximately 200–400 nucleotides (nt) in length (Figure 2B).

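The median length of the 18295 circRNAs was 716 nt. Lengths over 200 and up to 300 nt were found for 1917 circRNAs (10.5%) and over 300 and up to 400 nt for 1902 (10.4%), the highest numbers per 100 nt, against 1650 (9.02%) over 400 and up to 500 nt. The range over 200 and up to 400 nt held 3819 circRNAs in all (20.9%). Another 985 circRNAs (5.38%) measured up to 200 nt, 4964 (27.1%) over 500 and up to 1000 nt, 3068 (16.8%) over 1000 and up to 2000 nt and 3809 (20.8%) more than 2000 nt. With reads required in at least 3 libraries, the share over 200 and up to 400 nt was 19.2%, and lengths over 400 and up to 500 nt (1012, 10.1%) were more common than those over 200 and up to 300 nt (838, 8.40%). Those over 300 and up to 400 nt (1075, 10.8%) were more common than either. For antisense, intergenic, intronic and one_exon circRNAs, the listed length equals the genomic distance between start and end, and so does that of 633 exon_intron circRNAs (28.7%), so these lengths do not leave out introns.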

**FIGURE 2:**
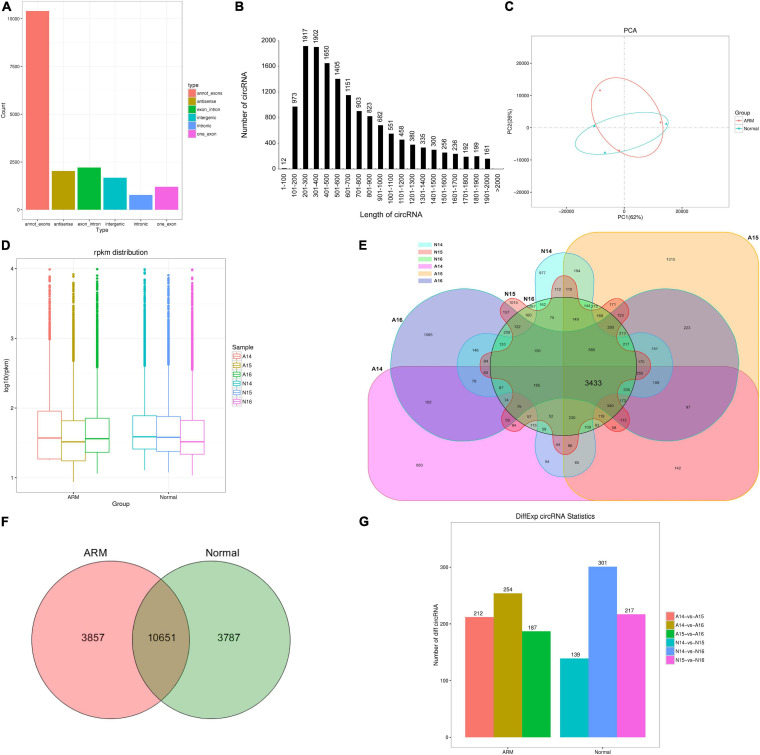
Characterization of circRNAs in rat embryonic hindgut tissues. **(A)** Length distribution of circRNAs. **(B)** Type distribution of circRNAs. **(C)** Principal component analysis (PCA) of different samples at three time points in rat embryonic hindgut tissues from the ARM group and normal group based on the normalized circRNA expression levels. **(D)** Box plots displaying the expression features of circRNAs based on log-transformed expression levels (base 2) in the two groups from GD14–16. **(E,F)** Venn diagram illustrating the overlapping circRNAs detected in the ARM group and normal group. **(G)** Bar graph representing the number of differentially expressed circRNAs in different groups. A, ARM group; N, normal group.

### Time Course Analysis of circRNA Expression Profiles in Hindguts of the ARM and Control Group Rats

An unsupervised hierarchical clustering and PCA were performed to determine the relationships between circRNA expression and spatiotemporal dynamics in the hindguts of normal rat embryos and those with ARMs. 

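Single libraries were compared over the 8909 tested circRNAs as log2(RPM + 10). The first and second principal components held 8.37% and 6.91% of the variance. Correlations between libraries lay between 0.466 and 0.553. The difference between the ARM group and the normal group accounted for 5.84% of the variance, where labels permuted within stages gave 5.74% on average (one-sided permutation test, p = 0.141). Differences between stages accounted for 13.8%, against 11.8% for stages permuted within groups (one-sided permutation test, p = 2e-05). For 8 of the 18 libraries, the most similar library came from the same one of the ARM and normal groups, where chance gives 47.1%, and for 13 it came from the same stage, where chance gives 29.4%. The alternative that moved the group test most kept only the 3926 circRNAs with reads in at least 9 libraries (permutation p = 0.424). With 1 library left out, the permutation p ranged from 0.0530 without ARM GD16 replicate 2 to 0.362 without normal GD15 replicate 2. Computed on the 6 group means of RPM instead, the first component held 62.03% and the second 26.0%. In that case novel_circ_003866, an intergenic circRNA on chromosome 12, held 42.3% of the squared loadings of the first component, and novel_circ_008138 held 19.8%.

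**Figure D1:**
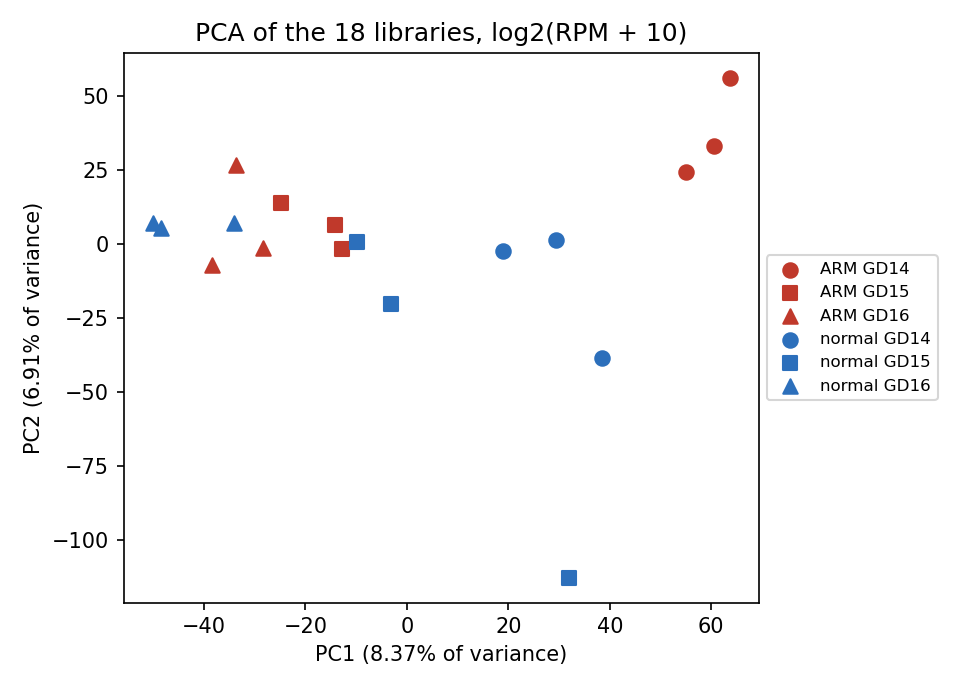
Principal components of the 18 libraries on log2(RPM + 10), with the first component on the x axis and the second on the y axis. Each point is a library, coloured by ARM or normal and with a marker for its stage; points of both colours lie among each other, and normal GD15 replicate 3 lies lowest on the second component.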

The circRNA expression patterns in the two groups formed distinct clusters (Figure 2C). 

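The RPM values of every library have the same sum, so the median RPM of the detected circRNAs was taken as the level of a library. It was 109 ± 1.86 (SD, n = 3 libraries) at GD14, 65.6 ± 11.4 (SD, n = 3) at GD15 and 72.7 ± 2.80 (SD, n = 3) at GD16 in the ARM group. In the normal group it was 88.6 ± 13.2, 88.2 ± 24.6 and 66.4 ± 1.95 (SD, n = 3 each). On the log2 scale, the ARM level changed by -0.76 from GD14 to GD15 and by -0.59 from GD14 to GD16 (two-sided exact permutation tests, p = 0.1 each, the smallest p that 3 libraries against 3 allow), and by 0.16 from GD15 to GD16 (exact p = 0.5). The normal level changed by -0.031 from GD14 to GD15 (exact p = 0.9), and by -0.41 from GD14 to GD16 and -0.38 from GD15 to GD16 (exact p = 0.1 each). The median detected circRNA had 2 reads in each of the 18 libraries, so this level was set by the library's junction read total. The choice of summary moved it most, because the mean of log2(RPM + 10) over circRNAs turned the direction of all 6 differences, for example to 0.18 from GD14 to GD15 in the ARM group (exact p = 0.1). Leaving out 1 library turned the direction of the normal change from GD14 to GD15, to 0.083 without normal GD14 replicate 3, 0.098 without normal GD15 replicate 1 and 0.057 without normal GD15 replicate 2.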

As shown in Figure 2D, there were no significant changes in total circRNA expression levels in the groups over time. The majority of circRNAs annotated in the ARM group were also detected in the normal group (Figure 2E). 

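Detection was counted at 1 junction read in any of the 9 libraries of a group. Of the circRNAs detected in the ARM group alone, 2960 (76.7%) had at most 3 reads, and 81.6% were seen in 1 library. They held 4.85% of the group's junction reads, and the most abundant had 18 reads. One of them was seen in at least 7 ARM libraries, novel_circ_002514 of the one_exon type on chromosome 10, with 10 reads in 7 libraries; it was chosen after its values were seen. Of the circRNAs detected in the normal group alone, 2963 (78.2%) had at most 3 reads, 82.8% were seen in 1 library, and none was seen in 7 or more libraries. They held 4.64% of the group's junction reads, with at most 14 reads each. The ARM libraries held 231081 junction reads in all and the normal libraries 230298. Requiring reads in at least 2 libraries of a group moved the sets most. It gave 1831 circRNAs in the ARM group alone, 1745 in the normal group alone and 7341 in both. Under this limit, a circRNA with reads in 1 library of the other group counted as absent from it. With every library thinned to 17163 reads, the sets held 3995, 3989 and 9639 circRNAs.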

In total, 10651 circRNAs were co-expressed in both groups, 3857 were expressed exclusively in the ARM group, and 3787 were expressed exclusively in the normal group (Figure 2F).

### circRNAs With Upregulated Expression in the Hindgut During Development

We performed expression profiling to determine whether circRNAs were differentially expressed between the hindguts of the ARM and normal group rats during development. Differences in circRNA expression between groups were calculated based on the back-spliced RPM method. Only differentially expressed circRNAs with an absolute value of fold change of ≥ 2 and a *p*-value of < 0.05 were considered.

We performed pairwise comparisons of circRNAs between stages in the ARM group and normal group. 

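In the 6 comparisons between stages, edgeR's quasi-likelihood test called between 306 and 557 circRNAs per comparison at the fold change and p-value limits of the paper. Between 3.66% and 6.73% of the tested circRNAs had p under 0.05, and in simulated libraries without a change between ARM and normal at GD15, 372 of 8893 had it in the same test. After adjustment, between 4 and 25 circRNAs per comparison had p under 0.05. Of the alternatives, edgeR's filterByExpr moved the calls most, to between 26 and 74 among the 689 circRNAs that it keeps.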

The number of differentially expressed circRNAs ranged from 139 to 301 during development in the two groups (Figure 2G). Volcano plots indicated that the circRNAs tended to be upregulated in the normal group during development, but only tended to be upregulated at GD14 vs. GD15 and GD14 vs. GD16 in the ARM group. In particular, in the ARM group, 96 circRNAs (0.9%) were significantly downregulated and 116 (1.1%) were significantly upregulated at GD14 vs. GD15 (Figure 3A), 99 (0.9%) were significantly downregulated and 155 (1.5%) were significantly upregulated in GD14 vs. GD16 (Figure 3B), and 103 (1.0%) were significantly downregulated and 84 (0.8%) were significantly upregulated in GD15 vs. GD16 (Figure 3C). 

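In the ARM group, 390 circRNAs were called between GD14 and GD15 (211 higher and 179 lower at GD15), 426 between GD14 and GD16 (202 higher and 224 lower at GD16) and 306 between GD15 and GD16 (135 higher and 171 lower at GD16). At any fold change, adjusted p was under 0.05 for 14 (5 higher, 9 lower), 25 (9 higher, 16 lower) and 5 (1 higher, 4 lower). RLE size factors shifted the median log2 fold change of all tested circRNAs between GD14 and GD15 by -0.14, from 0.22 to 0.087, and turned the majority of calls to 224 lower against 159 higher. They also turned the majority between GD15 and GD16, to 189 higher against 136 lower. With library totals in place of TMM, the majorities turned at all 3 comparisons, to 196 lower of 381 calls, 215 higher of 428 and 172 higher of 321. Without the low-count filter, 324 of 444 calls between GD14 and GD15 and 331 of 478 between GD14 and GD16 were higher at the later stage. Without ARM GD14 replicate 1, 2 or 3, the majority between GD14 and GD15 turned to 166, 161 and 167 lower against 148, 130 and 149 higher. Without ARM GD16 replicate 1, 2 or 3, that between GD14 and GD16 turned to 199, 188 and 207 higher against 155, 146 and 163 lower, and without replicate 1 or 2 that between GD15 and GD16 turned to 122 and 127 higher against 114 and 113 lower. The smallest p between GD14 and GD15 and between GD14 and GD16 was that of novel_circ_008138, a circRNA of 1 exon on chromosome 19 (25886356 to 25886887, minus strand, 532 nt; the files name no genome build). It rose from 932 ± 209 RPM (SD, n = 3, 51 reads) at GD14 to 5010 ± 459 RPM (SD, n = 3, 471 reads) at GD15, a log2 fold change of 2.48 (standard error 0.21, adjusted p = 3.72e-29 from the quasi-likelihood test). At GD16 it reached 10874 ± 762 RPM (SD, n = 3, 897 reads), a log2 fold change of 3.52 against GD14 (adjusted p = 2.11e-60), and in both comparisons every library of the later stage was above every library of the earlier one. Over the alternatives, the adjusted p of the first change ranged from 7.66e-40 without a filter to 0.354 in limma, and that of the second from 1.15e-101 in the exact test to 0.0793 in limma. Between GD15 and GD16 the smallest p was that of novel_circ_003866 (chromosome 12, 3341055 to 3351378, minus strand, intergenic), which fell from 24912 ± 9593 RPM to 9821 ± 3061 RPM (SD, n = 3 each), a log2 fold change of -1.41 (standard error 0.13, adjusted p = 1.87e-25), with all 3 libraries of GD16 below all 3 of GD15. Its adjusted p ranged from 5.60e-34 without a filter to 1 in the exact test, with 0.737 in a robust quasi-likelihood fit chosen after seeing the data. The other four past adjustment between GD15 and GD16, chosen after their values were seen, were novel_circ_008138 (log2 fold change 1.03), novel_circ_003869 (-2.75), novel_circ_008370 (-1.09) and novel_circ_003870, which had 12 reads in each ARM GD15 library and 0 in each ARM GD16 library, so that no fold change is defined.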

In the normal group, 64 circRNAs (0.6%) were significantly downregulated and 75 (0.7%) were significantly upregulated in GD14 vs. GD15 (Figure 3D), 128 (1.2%) were significantly downregulated and 173 (1.6%) were significantly upregulated in GD14 vs. GD16 (Figure 3E), and 96 (0.9%) were significantly downregulated and 121 (1.1%) were significantly upregulated in GD15 vs. GD16 (Figure 3F). These results indicated that there is spatiotemporal variation in the expression levels of circRNAs.

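In the normal group, 337 circRNAs were called between GD14 and GD15 (159 higher and 178 lower at GD15), 557 between GD14 and GD16 (289 higher and 268 lower at GD16) and 430 between GD15 and GD16 (225 higher and 205 lower at GD16). At any fold change, adjusted p was under 0.05 for 4 (1 higher, 3 lower), 23 (13 higher, 10 lower) and 6 (3 in each direction). Of the 4, novel_circ_007020 and novel_circ_007046 were under the fold change limit and so were not called. RLE size factors turned the majority of calls to 300 lower against 249 higher between GD14 and GD16 and to 235 lower against 194 higher between GD15 and GD16, and library totals did the same with 285 against 259 and 231 against 195. Without normal GD15 replicate 1, 2 or 3, the majority between GD14 and GD15 turned to 165, 138 and 151 higher against 114, 107 and 108 lower, and that between GD15 and GD16 to 201, 187 and 186 lower against 150, 129 and 135 higher. Without normal GD14 replicate 1 or 3, that between GD14 and GD16 turned to 232 and 234 lower against 180 and 188 higher. The smallest p between GD14 and GD15 and between GD14 and GD16 was again that of novel_circ_008138, which rose from 2261 ± 544 RPM (SD, n = 3, 152 reads) at GD14 to 5144 ± 97.3 RPM (SD, n = 3, 367 reads) at GD15 and 13871 ± 760 RPM (SD, n = 3, 1253 reads) at GD16. Its log2 fold changes were 1.17 (standard error 0.19, adjusted p = 2.41e-06) and 2.67 (standard error 0.19, adjusted p = 1.20e-42), with every later library above every earlier one. In limma these adjusted p were 0.856 and 0.233, the highest of the alternatives, and the lowest were 7.25e-08 without a filter and 7.29e-88 in the exact test. From GD15 to GD16, novel_circ_003866 changed from 28145 ± 5099 RPM to 9530 ± 2984 RPM (SD, n = 3 each), a log2 fold change of -1.48 (adjusted p = 3.29e-28, from 1.84e-39 without a filter to 0.766 in limma), with all 3 libraries of GD16 below all 3 of GD15. The others past adjustment between GD15 and GD16, chosen after their values were seen, were novel_circ_000063 (log2 fold change -1.710), novel_circ_002906 (2.78), novel_circ_007930 (1.67), novel_circ_008138 (1.50) and novel_circ_008370 (-1.43). Between GD14 and GD15, the others past adjustment, chosen after their values were seen, were novel_circ_007020 (log2 fold change -0.79), novel_circ_007046 (-0.86) and novel_circ_017788 (-1.76), the last of which had 0 reads in normal GD15 replicates 1 and 3. With normal GD14 replicate 1 or 2 left out, 1 circRNA remained past adjustment between GD14 and GD15.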

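With DESeq2, 19, 34 and 3 circRNAs passed adjustment in the ARM group (GD14 to GD15, GD14 to GD16 and GD15 to GD16) and 1, 29 and 9 in the normal group. With limma on log2(RPM + 10), 0, 2 and 2 passed in the ARM group, where limma gave 644, 709 and 459 circRNAs at unadjusted p under 0.05, and 0, 2 and 0 passed in the normal group, where it gave 503, 674 and 559. The quasi-likelihood test gave 419, 464 and 326 at unadjusted p under 0.05 in the ARM group and 366, 600 and 469 in the normal group. Leaving out 1 library at a time, the adjusted number from GD14 to GD16 lay between 20 and 26 in the ARM group and between 10 and 20 in the normal group, with the lowest without normal GD14 replicate 2. From the numbers of circRNAs that change between stages in each group, the paper concludes that circRNA expression varies in space and time.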

**FIGURE 3:**
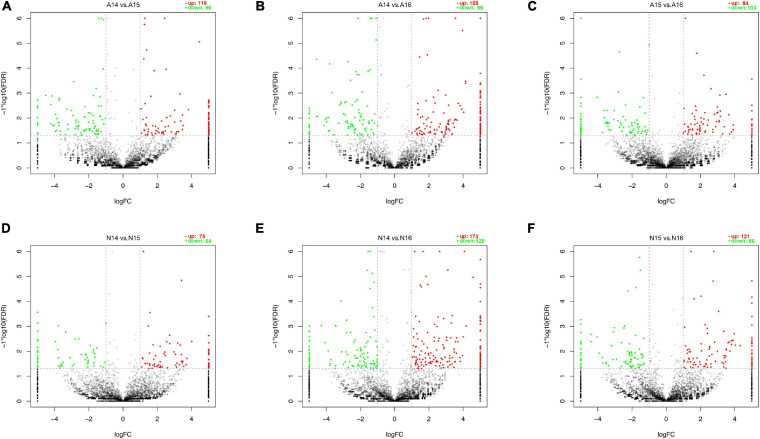
Volcano plots showing up- and downregulated circRNAs in the ARM group and normal group. **(A–F)** Red dots represent upregulated and green dots represent downregulated circRNAs. A, ARM group; N, normal group.

### Dynamics of circRNA Expression in the Hindguts of Rats in the ARM and Normal Groups Over Time

To characterize the changes in circRNA expression, we evaluated trends in the highly differentially expressed circRNAs in each group during development. We identified seven main circRNA profiles in the ARM and normal groups, and each showed a characteristic expression pattern (referred to as Profiles 1–7). Profile 6 was significant in the ARM group (Figure 4A) and Profile 7 was significantly upregulated in the normal group (Figure 4B). 

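The 888 circRNAs called between any stages in the ARM group and the 1031 called in the normal group were assigned to 8 model profiles, numbered 0 to 7, by the correlation of their group means as log2(RPM + 10), following the published rule of the Short Time-series Expression Miner. The expected size of a profile came from all orders of the 3 stages. In the ARM group, Profile 6, a rise from GD14 to GD15 and no change after, held 176 circRNAs against 129 expected (one-sided exact binomial test, Bonferroni p = 1.0e-04). Profile 0, a fall over both steps, held 114 against 75.5 expected (exact p = 6.88e-05). Profile 7, a rise over both steps, held 92 against 75.5 expected (exact p = 0.238). In the normal group, Profile 7 held 134 against 92.5 expected (exact p = 9.34e-05), Profile 6 held 136 against 148 expected (p = 1) and Profile 0 held 113 against 92.5 expected (p = 0.133). circRNAs were not independent in these tests, because circRNAs of one source gene share a transcript. With the calls of edgeR's exact test without a filter, ARM Profile 7 held 103 against 53.3 expected (p = 6.82e-10) and ARM Profile 0 held 47, under the 53.3 expected. With 1 library left out, calls between stages that do not hold it were kept from the full model. Without ARM GD14 replicate 2, ARM Profile 6 held 129 against 106 expected (exact binomial p = 0.0775). Normal Profile 7 held 81 without normal GD14 replicate 1 and 86 without replicate 3, no longer past 0.05 after correction. Nor was ARM Profile 0 without ARM GD16 replicate 1 (82, exact binomial p = 0.0703) or replicate 2 (86, exact binomial p = 0.0928).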

We also analyzed the up- and downregulated circRNAs in both groups. We found that the expression levels of 60 circRNAs were higher in the normal group and 42 were higher in the ARM group (Figure 4C), whereas levels of 33 circRNAs were lower in the normal group and 47 were lower in the ARM group (Figure 4D). These findings suggested that the dysregulation of circRNAs plays a role in hindgut development.

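Of the circRNAs that rose over both steps (Profile 7), 13 were shared by the 134 of the normal group and the 92 of the ARM group. Of those that fell over both steps (Profile 0), 8 were shared by 113 and 114. The offset moved these numbers most, since 0.001 RPM in place of 10 RPM left 55 and 31 circRNAs in Profile 7, with 4 shared, and 31 and 47 in Profile 0, with 5 shared. Leaving out 1 library at a time, Profile 7 ranged from 81 to 126 in the normal group and from 58 to 101 in the ARM group, and Profile 0 from 56 to 116 in the normal group and from 82 to 112 in the ARM group. The lowest value of Profile 0 in the ARM group was reached without ARM GD16 replicate 1. Called lists were made separately in each group, and whether a profile differs between the groups was not tested.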

**FIGURE 4:**
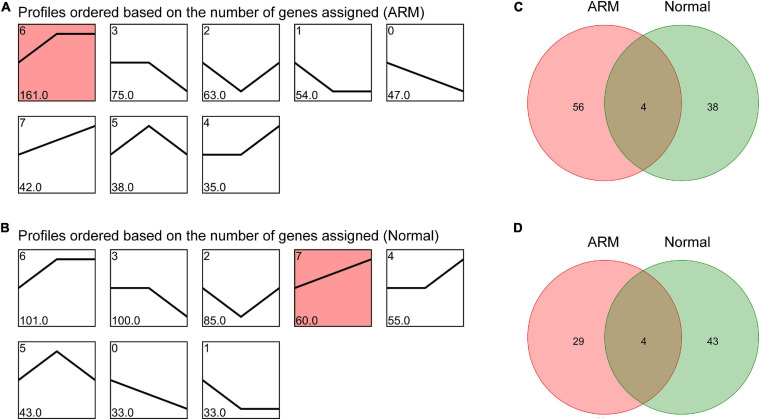
Overall expression patterns of circRNAs in the ARM group and normal group. **(A)** Expression patterns of circRNAs in the ARM group. **(B)** Expression patterns of circRNAs in the normal group. Red indicates significant enrichment (*p* < 0.05). The profile IDs are shown in the upper left corner, and the number of genes in the profile is shown in the lower left corner. **(C)** Venn diagram showing upregulated circRNAs in both the ARM group and normal group. **(D)** Venn diagram showing downregulated circRNAs in both the ARM group and normal group.

### Screening of Differentially Expressed circRNAs and Clustering Analysis

The expression profiles in hindgut samples from the normal and ARM groups were compared at key time-points during anus formation (GD14, GD15, and GD16). There were significant differences in the expression levels of 425 circRNAs (|Fc| > 2, *p* < 0.05). 

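Called at any of the 3 stages were 910 circRNAs, from the counts of all 18 libraries in 1 quasi-likelihood model. The choice of test and filter moved this number most. filterByExpr left 67, the model with replicate numbers as blocks 230, DESeq2 280, and edgeR's exact test on the pairs of groups without a filter 435. Leaving out 1 library at a time gave 824 to 901. Each time, only the stage of that library was tested again, and calls at the other stages were kept.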

Compared to the normal group, 60 circRNAs were significantly upregulated and 58 were significantly downregulated in the ARM group on GD14, 94 circRNAs were significantly upregulated and 74 were significantly downregulated in the ARM group on GD15, and 65 circRNAs were significantly upregulated and 87 were significantly downregulated in the ARM group on GD16 (Figures 5A–C). 

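At GD14, 308 circRNAs were called (168 higher and 140 lower in the ARM group), at GD15 319 (192 higher, 127 lower) and at GD16 333 (181 higher, 152 lower). At GD14, 3.65% of the tested circRNAs had p under 0.05, at GD15 3.86% and at GD16 3.84%. RLE size factors shifted the median log2 fold change of all tested circRNAs at GD15 by -0.13, from 0.13 to 0, and turned the majority of calls to 186 lower against 144 higher; library totals gave 171 lower against 157 higher. Without the low-count filter, 241 of 351 calls at GD14 were lower. After adjustment, 2 circRNAs remained at GD14, 0 at GD15 and 1 at GD16 in edgeR's quasi-likelihood test, against 344 at unadjusted p under 0.05 at GD15. DESeq2 and limma gave 0 adjusted at each stage, with 125, 109 and 95 circRNAs at unadjusted p under 0.05 in DESeq2 and 582, 463 and 439 in limma. Without normal GD15 replicate 1, 3 circRNAs passed adjustment at GD15. Leaving out 1 normal library turned the majority of calls to lower at GD14, with 146, 182 and 134 lower against 101, 76 and 114 higher without replicate 1, 2 and 3. It did the same at GD16, with 142, 141 and 160 lower against 97, 115 and 72 higher.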

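The calls at GD14 and GD15 shared 14 circRNAs, where 11.03 would be shared by independent lists, those at GD14 and GD16 shared 18 against 11.5, and those at GD15 and GD16 shared 20 against 11.9. Of these shared circRNAs, 8, 9 and 9 had the same direction at both stages. Called at all 3 stages were 2 circRNAs, against 0.412 for independent lists, both chosen after their values were seen. novel_circ_018181 was higher in the ARM group at each stage, with log2 fold changes of 1.03, 1.01 and 1.09. novel_circ_014845, with 19 reads over the 18 libraries, was higher in the ARM group at GD14 and GD15 and lower at GD16, each time against a group at 0 reads, so that no fold change is defined.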

The overlap among these circRNAs between the three time-points is shown in Figure 5D. A heat map of significant differential expression is shown in Figure 5E.

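Of the circRNAs called at GD14, novel_circ_018182 had the smallest p (chromosome X, 119152559 to 119152714, plus strand, intergenic). It had 2973 ± 1140 RPM in the normal group and 6604 ± 3285 RPM in the ARM group (SD, n = 3 each, 205 and 364 reads), a log2 fold change of 1.19 (standard error 0.20, adjusted p = 1.16e-05 in edgeR's quasi-likelihood test), and the groups overlapped. Its adjusted p ranged from 4.28e-06 with RLE size factors to 1 in DESeq2 and both exact tests, and it was 0.259 without ARM GD14 replicate 1 and 0.772 without normal GD14 replicate 2. The second, novel_circ_008138, fell by 1.24 on the log2 scale (standard error 0.22, adjusted p = 0.000112), with all 3 ARM libraries below all 3 normal ones. Its adjusted p ranged from 3.37e-07 without a filter to 0.779 in limma, and it was 0.120 without ARM GD14 replicate 1 and 0.0607 without normal GD14 replicate 3. The third, novel_circ_003870 (chromosome 12, 3351324 to 3356491, minus strand, intergenic), had 390 ± 171 RPM (26 reads) in the normal group and 1 read in the ARM group, a log2 fold change of -4.05 (adjusted p = 0.420, from 0.130 with filterByExpr to 1 in DESeq2). Of the circRNAs called at GD15, the smallest p was that of novel_circ_017788 on the mitochondrial genome (5804 to 6011), with 444 ± 769 RPM in the normal group and 1317 ± 141 RPM in the ARM group (SD, n = 3 each), a log2 fold change of 1.55 (adjusted p = 0.0809, from 0.000193 in the model with replicate numbers as blocks to 1 in DESeq2). Of the 3 normal libraries, replicates 1 and 3 had 0 reads, and without replicate 2 the adjusted p was 1.28e-13. novel_circ_018267 on chromosome X and novel_circ_006959 on chromosome 17 had 0 reads in the normal group at GD15 and 20 and 16 in the ARM group, at least 4.70-fold and at least 3.97-fold higher against a floor of 3 reads over the group (adjusted p = 0.260 and 0.756, up to 1 in DESeq2). At GD16, novel_circ_000063 (chromosome 1, 7257503 to 7257740, antisense) had 1152 ± 1104 RPM in the normal group and 3190 ± 781 RPM in the ARM group (SD, n = 3 each), a log2 fold change of 1.40 (standard error 0.24, adjusted p = 3.47e-05), with all 3 ARM libraries above all 3 normal ones. Its adjusted p ranged from 3.38e-07 in the model with replicate numbers as blocks to 1 in DESeq2, and it was 0.797 without normal GD16 replicate 3, which had 1 read. novel_circ_003870, with 15 reads in the normal group, and novel_circ_000271 on chromosome 1, with 22, had 0 reads in the ARM group at GD16, at least 4.57-fold and at least 6.74-fold lower (adjusted p = 0.729 each, up to 1 in DESeq2). The normal libraries had 5 reads each of novel_circ_003870, while for novel_circ_000271 (245 ± 231 RPM, SD, n = 3) normal GD16 replicate 2 held 14 of the 22 reads and replicate 1 had 0, so its groups overlapped.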

**FIGURE 5:**
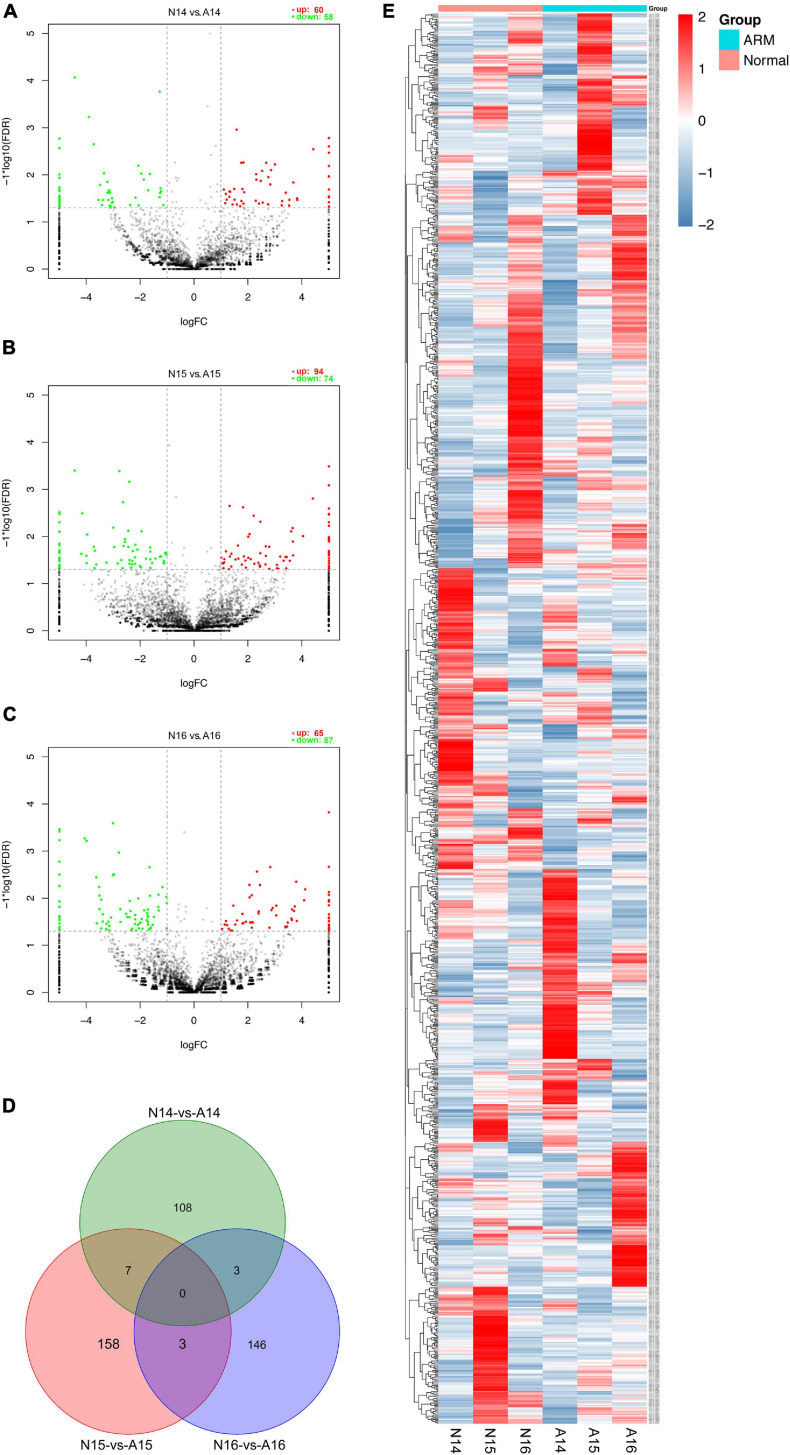
**(A–C)** Volcano plots showing the up- and downregulated circRNAs in the ARM group and normal group. Red dots represent upregulated and green dots represent downregulated circRNAs. **(D)** Venn diagram showing the overlap among these circRNAs between the three time-points. **(E)** Hierarchical cluster analysis and heat map showing differentially expressed circRNAs between the ARM group and normal group. Colors from blue to red indicate circRNA expression levels from low to high. Each column in the heat map represents a mean of three biological replicates, and each row represents a circRNA. A, ARM group; N, normal group.

### Predicted ceRNA Networks

We constructed ceRNA networks based on 425 differentially expressed circRNAs. According to StarBase v3.0 and TargetScan v7.2, among differentially expressed circRNAs, 55 (14 up- and 41 downregulated) were predicted to bind to 195 miRNAs and 947 mRNAs. The detailed information of the 55 differentially expressed circRNAs at the three time-points are shown in Table 1. 

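Table 1 gives 56 comparisons of 55 circRNAs, 41 with lower and 15 with higher expression in the ARM group, and the paper chose them from these libraries, so the counts below are not independent evidence. In the quasi-likelihood test, all 56 had the sign given in Table 1, and 41 had p under 0.05. Over the 6 libraries of a comparison, these circRNAs had between 6 and 203 reads, with a median of 16, and 31 had under 20. In 20 comparisons one group had 0 reads, the ARM group in 11 and the normal group in 9, so that a fold change is not defined without an offset. The smallest adjusted p of these 56 comparisons was 0.000112, that of novel_circ_008138 at GD14. Apart from filterByExpr, which keeps 12 of them, the model with replicate numbers as blocks moved the number with p under 0.05 most, to 22. Without any 1 library it was 34 to 40, where only the comparisons at the stage of that library were tested again.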

The circRNA-miRNA-mRNA correlations were visualized using Cytoscape 3.7.1 (Figures 6, 7). According to a connectivity analysis, the top five circRNAs were novel_circ_001042, novel_circ_012639, novel_circ_003974, novel_circ_006611, and novel_circ_014878. novel_circ_001042 was predicted to interact with 64 miRNAs and 328 mRNAs. These included the wingless-type MMTV integration site family (WNT) signaling pathway-related genes *Fzd4*, *Ccnd3*, and *Dkk2*, the transforming growth factor-β (TGF-β) signaling pathway-related gene *Bmp2*, and the mitogen-activated protein kinase (MAPK) signaling pathway-related genes *Flnc*, *Egfr*, *Mef2c*, *Dusp3*, and *Cacng6*. This complicated ceRNA network suggested that novel_circ_001042 played regulatory roles in various pathways via miRNAs and their targets during hindgut development.

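At GD16, novel_circ_001042 (chromosome 1, 168945882 to 168964494, minus strand, antisense, 18613 nt) had 213 ± 146 RPM in the normal group (SD, n = 3, 19 reads) and 483 ± 60.3 RPM in the ARM group (SD, n = 3, 40 reads), a log2 fold change of 1.14 (standard error 0.75, adjusted p = 0.729 from edgeR's quasi-likelihood test). All 3 ARM libraries were above all 3 normal ones (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), but its unadjusted p was above 0.05. It was under 0.05 with the 2 groups alone in the model and in both exact tests, and the adjusted p ranged from 0.715 in the robust fit to 1 in DESeq2. Normal GD16 replicate 3 held 11 of the 19 reads. The log2 fold change was 0.80 without normal GD16 replicate 1 and 1.79 without replicate 3. At GD15, novel_circ_012639 (chromosome 4, 184195264 to 184224636, intergenic) fell from 313 ± 74.5 RPM (23 reads) to 59.0 ± 39.8 RPM (6 reads), a log2 fold change of -2.14 (standard error 0.85, adjusted p = 0.756). At GD14, novel_circ_003974 (chromosome 12, 15075273 to 15098764, intergenic) had 150 ± 49.0 RPM (10 reads) in the normal group and 1 read in the ARM group, a log2 fold change of -2.69 (standard error 1.27, adjusted p = 0.747). The circRNA novel_circ_006611 (chromosome 16, 79659797 to 79667893, exon_intron) had 486 ± 358 RPM (44 reads) in the normal group and 134 ± 58.4 RPM (11 reads) in the ARM group at GD16, a log2 fold change of -1.87 (adjusted p = 0.729), and normal GD16 replicate 2 held 27 of the 44 reads. Without that replicate its log2 fold change was -1.09, no longer called. Over 16 alternatives, libraries left out included, its p rose above 0.05 in 6. The p of novel_circ_014878, novel_circ_003974 and novel_circ_012639 did so in 5, 4 and 0. The circRNA novel_circ_014878 (chromosome 6, 126864143 to 126894194, exon_intron) had 286 ± 208 RPM (18 reads) in the normal group and 59.0 ± 39.8 RPM (6 reads) in the ARM group at GD15, a log2 fold change of -1.92 (adjusted p = 0.756), and was no longer called without normal GD15 replicate 3 (-1.26), ARM GD15 replicate 1 (-1.67) or ARM GD15 replicate 3 (-1.66). The call of novel_circ_003974 was lost without ARM GD14 replicate 2 (-2.21) or 3 (-2.22) or normal GD14 replicate 3 (-2.45). For these last 4 circRNAs too, all 3 ARM libraries were below all 3 normal ones.

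**Figure D2:**
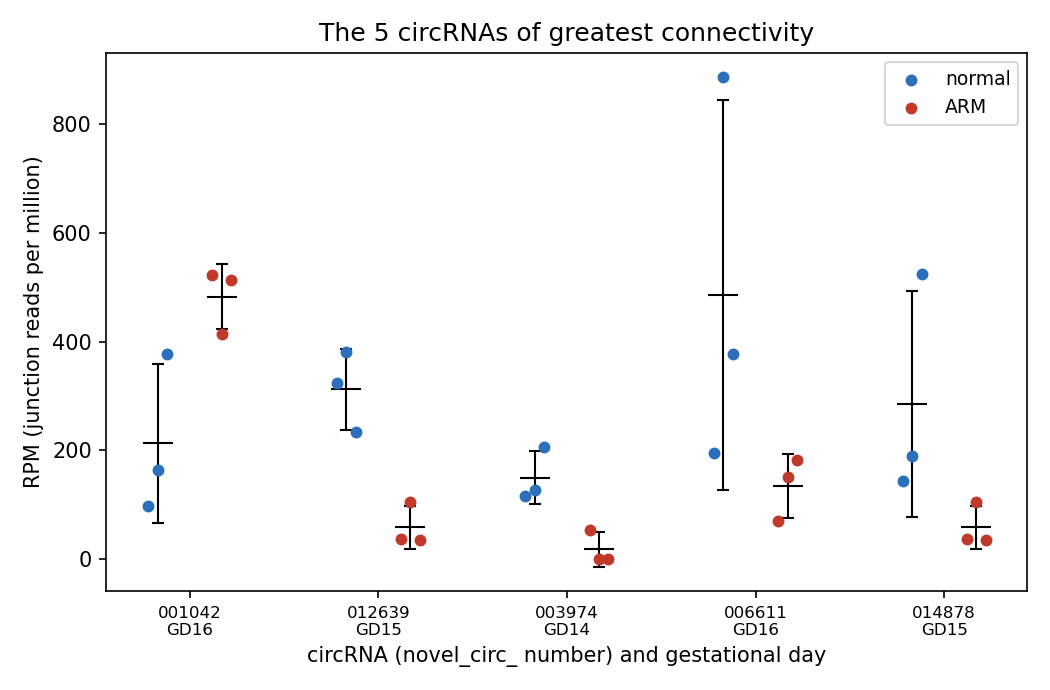
RPM of the 5 circRNAs of greatest connectivity on the y axis, with normal and ARM libraries side by side on the x axis at the stage of the comparison in Table 1. Points are libraries and bars the mean ± SD (n = 3); the groups do not overlap for any of the 5.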

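novel_circ_001042 had 0 reads at GD14 in both groups, and at GD15 105 ± 79.1 RPM in the ARM group (9 reads) and 44.8 ± 39.8 RPM in the normal group (3 reads). The files list it under the source gene ENSRNOG00000047098 and give no gene symbols. This source gene has 10 circRNAs between 168945603 and 168964665, of which 8 share their span to within 5 nt with another one shifted by more than 50 nt, and 6 lie on the minus and 4 on the plus strand. The other 9 together had 1068 ± 531 RPM in the normal group and 1105 ± 609 RPM in the ARM group at GD16 (SD, n = 3 each), a log2 ratio of 0.049 (exact permutation p = 0.9).

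**Figure D3:**
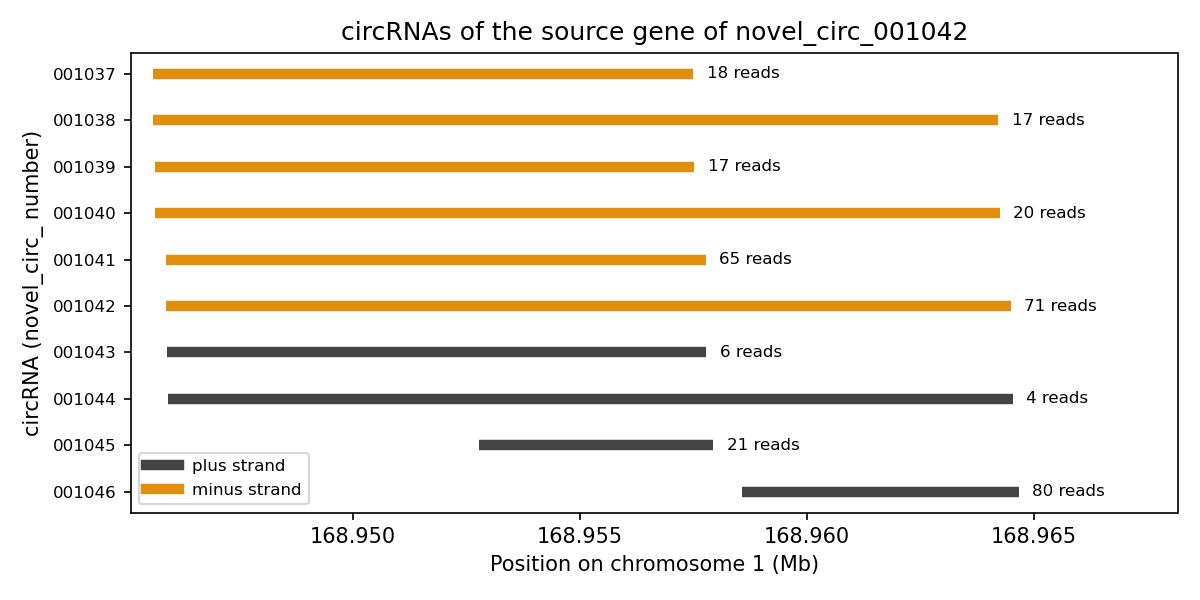
Position on chromosome 1 (x axis, Mb) of the 10 circRNAs that share the source gene of novel_circ_001042, coloured by strand and with the reads over the 18 libraries. Of the 10 lines, 8 have the length of another one that starts at a different position.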

**TABLE 1:** Differentially expressed circRNAs.

ID	log2 (fold change)	*P*-value
**GD14; N vs. A**		
novel_circ_005120	–16.80445315	0.035641889
novel_circ_006591	–3.120244448	0.023688892
novel_circ_003974	–3.053221315	0.039032126
novel_circ_011675	–2.176357531	0.030632664
novel_circ_006809	–1.645158719	0.009663424
novel_circ_002034	–1.285355276	0.029852901
novel_circ_008138	–1.278446316	0.000172223
novel_circ_002017	–1.265940918	0.024316916
novel_circ_003869	–1.224397979	0.022398961
novel_circ_011174	1.853502957	0.023384327
novel_circ_007893	2.299616362	0.009735364
novel_circ_002230	3.245529718	0.044635454
novel_circ_003790	16.73277898	0.046924131
novel_circ_005108	16.74691874	0.047852203
novel_circ_010342	16.97284673	0.029985969
**GD15; N vs. A**		
novel_circ_000115	–16.5911656	0.047741235
novel_circ_011115	–17.17468259	0.045157085
novel_circ_009205	–16.9621121	0.031863695
novel_circ_002552	–16.71470825	0.029834198
novel_circ_017476	–16.61250487	0.022203997
novel_circ_012938	–2.837516461	0.037442792
novel_circ_001300	–2.775952353	0.000408425
novel_circ_007019	–2.651840519	0.04731267
novel_circ_016600	–2.569746484	0.011431925
novel_circ_015949	–2.441524228	0.016680423
novel_circ_008708	–2.440559967	0.007597276
novel_circ_012639	–2.404748731	0.000694139
novel_circ_014878	–2.277915194	0.020484521
novel_circ_003419	–1.631402216	0.020883386
novel_circ_016730	–1.273701762	0.026751436
novel_circ_003835	–1.116177089	0.036829487
novel_circ_011174	3.546260852	0.032843917
novel_circ_008671	16.28869484	0.049117697
novel_circ_000241	16.59350112	0.02397067
novel_circ_015947	16.62866004	0.025156143
novel_circ_000384	16.90450162	0.024117077
novel_circ_006959	17.35124018	0.000821534
**GD16; N vs. A**		
novel_circ_005340	–17.52540703	0.000587897
novel_circ_015300	–17.15518294	0.003161602
novel_circ_015242	–16.60247339	0.015429026
novel_circ_009151	–16.42630727	0.028601564
novel_circ_002915	–16.23693974	0.045883863
novel_circ_001648	–3.636266866	0.003621806
novel_circ_015200	–3.609065544	0.034131194
novel_circ_008532	–2.732468102	0.032040587
novel_circ_005215	–2.15723716	0.048959819
novel_circ_008364	–2.047701005	0.043846608
novel_circ_006611	–1.854643226	0.018081202
novel_circ_012678	–1.713763152	0.025258653
novel_circ_015519	–1.626743877	0.04439456
novel_circ_016175	−1.174967821	0.005791023
novel_circ_005123	−1.03502976	0.009447818
novel_circ_013949	−1.018853757	0.043790165
novel_circ_001042	1.180791996	0.030647319
novel_circ_006174	2.173073874	0.032982196
novel_circ_011555	16.57119281	0.048915297

*GD, gestational day; N, normal group; A, anorectal malformatios group.*

**FIGURE 6:**
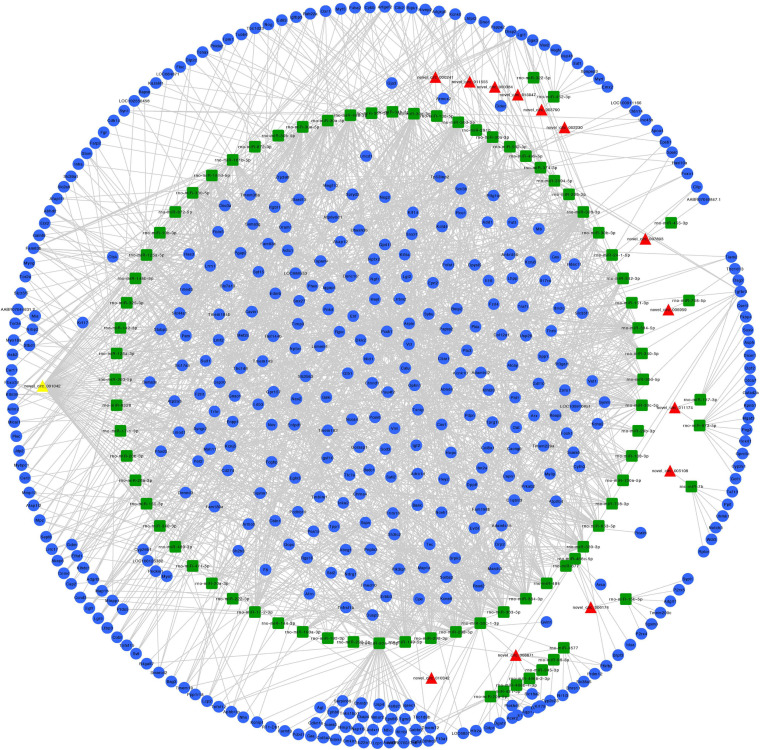
Predicted circRNA-miRNA-mRNA networks of circRNAs with increased expression in rat embryonic hindgut tissues in the ARM group compared with the normal group. Triangular red nodes represent up-regulated circRNAs, square green nodes represent miRNAs, and circular blue nodes represent mRNAs. Straight lines indicate interactions between miRNA and circRNA or mRNAs.

**FIGURE 7:**
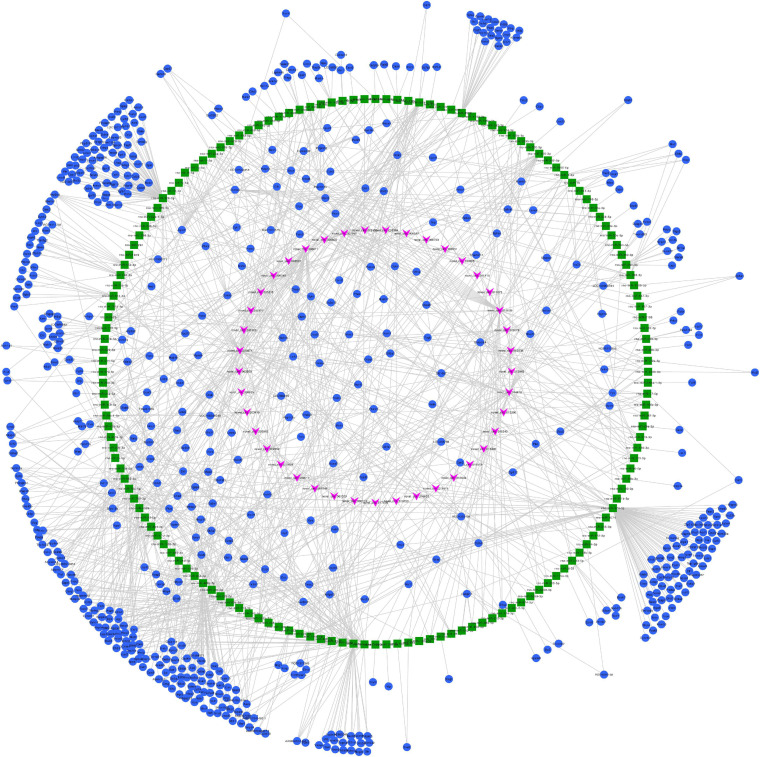
Predicted circRNA-miRNA-mRNA networks of circRNAs with decreased expression in rat embryonic hindgut tissues in the ARM group compared with the normal group. Triangular pink nodes represent down-regulated circRNAs, square green nodes represent miRNAs, and circular blue nodes represent mRNAs. Straight lines indicate interactions between miRNA and circRNA or mRNAs.

### Enrichment of Differentially Expressed circRNAs

Since circRNAs can directly regulate source genes, we conducted an enrichment analysis of source genes of circRNAs. According to a GO analysis, circRNA source genes were enriched for 33 GO terms in the three main categories, biological processes, molecular functions, and cellular components (Figure 8A). 

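The files list a source gene, by Ensembl identifier, for 16618 of the 18295 circRNAs, and none for the 1677 intergenic ones. These are 5327 source genes, of which 2234 have 1 circRNA and 285 have at least 10, up to 59. The 8909 tested circRNAs, which are the background that could be called, came from 3277 source genes. Of the 910 circRNAs called at any stage, 852 had a source gene, and these were 683 different ones. GO terms and pathways of these genes are not in the files, and the files do not pair the identifiers with gene names, so no enrichment was computed.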

The top 20 KEGG pathways are listed in Figure 8B. The enriched pathways included the WNT pathway and the MAPK pathway, which are closely associated with embryonic development and ARMs.

**FIGURE 8:**
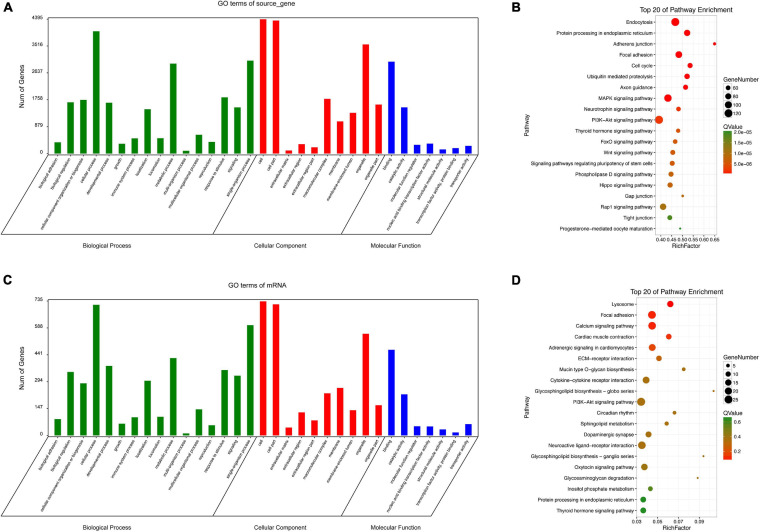
GO and KEGG analyses. GO categories **(A)** and KEGG pathways **(B)** for genes related to differentially expressed circRNAs source genes in rat hindgut tissues from the ARM group compared with the normal group. GO categories **(C)** and KEGG pathways **(D)** for differential circRNA-miRNA target genes in rat embryonic hindgut tissues from the ARM group and the normal group. *Q*-values are normalized *p*-values indicating the significance of the enrichment.

For non-coding RNAs, functional annotations are determined by the functions of associated mRNAs. We evaluated potential functions of significantly up-regulated and down-regulated circRNAs in the ARM and normal groups by an enrichment analysis of target genes. Based on a GO analysis, the target genes related to the circRNA signature were involved in various biological processes, including single-organism processes, cellular processes, and metabolic process (Figure 8C). In a KEGG pathway analysis, endocytosis and PI3K-Akt were identified as the most significant pathways (Figure 8D).

### Validation of Sequencing Data

To validate the circRNAs identified by RNA-Seq, we randomly selected 7 up- and 7 downregulated circRNAs for validation by qRT-PCR. 

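In the sequencing data, the 14 circRNAs of the qRT-PCR experiment, with novel_circ_011174 at GD14 and GD15, gave 15 comparisons. Table 1 lists 10 of these comparisons, and all 10 had its sign. The paper selected 7 circRNAs with higher and 7 with lower levels from these libraries, and the quasi-likelihood test gave 7 of each, with p under 0.05 in 12 of the 15 comparisons. Of these, novel_circ_008138 at GD14 passed adjustment, and the adjusted p of the others was at least 0.729. At GD14, novel_circ_002017 fell from 529 ± 96.9 to 220 ± 113 RPM (SD, n = 3 each, 36 and 12 reads), by a log2 fold change of -1.220, with the groups apart. novel_circ_010342 had 0 reads in the normal group and 7 in the ARM group. With the 7 reads taken as exact, that is at least 2.94-fold higher against a floor of 3 reads over the group. novel_circ_002202 and novel_circ_016535 had 1 and 2 reads in the normal group and 11 and 10 in the ARM group. At GD15, novel_circ_001300 fell from 320 ± 89.8 to 46.7 ± 53.4 RPM (SD, n = 3 each, 22 and 5 reads), a log2 fold change of -2.38, and novel_circ_015194 rose from 44.1 ± 12.3 to 242 ± 55.8 RPM (SD, n = 3 each, 3 and 22 reads), a log2 fold change of 2.46. novel_circ_012938 had 12 reads in the normal group and 2 in the ARM group, and novel_circ_016600, whose p was above 0.05, had 13 and 3. At GD16, novel_circ_016175 fell from 767 ± 207 to 340 ± 32.4 RPM (SD, n = 3 each, 69 and 28 reads), a log2 fold change of -1.20, and novel_circ_017060 rose from 44.0 ± 18.2 to 239 ± 100 RPM (SD, n = 3 each, 4 and 20 reads), a log2 fold change of 2.28. novel_circ_013064 had 3 reads in the normal group and 20 in the ARM group, and novel_circ_008364 had 14 and 3, with p above 0.05. novel_circ_011174 had 7 and 19 reads at GD14, with p above 0.05, and 1 and 12 at GD15. ARM and normal libraries overlapped for novel_circ_002202, novel_circ_012938, novel_circ_013064 and novel_circ_011174 at GD15, and not in the other comparisons. Both exact tests gave 15 with p under 0.05 and the model with replicate numbers as blocks 8. Without normal GD14 replicate 3, with only the comparisons at GD14 tested again, there were 9.

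**Figure D4:**
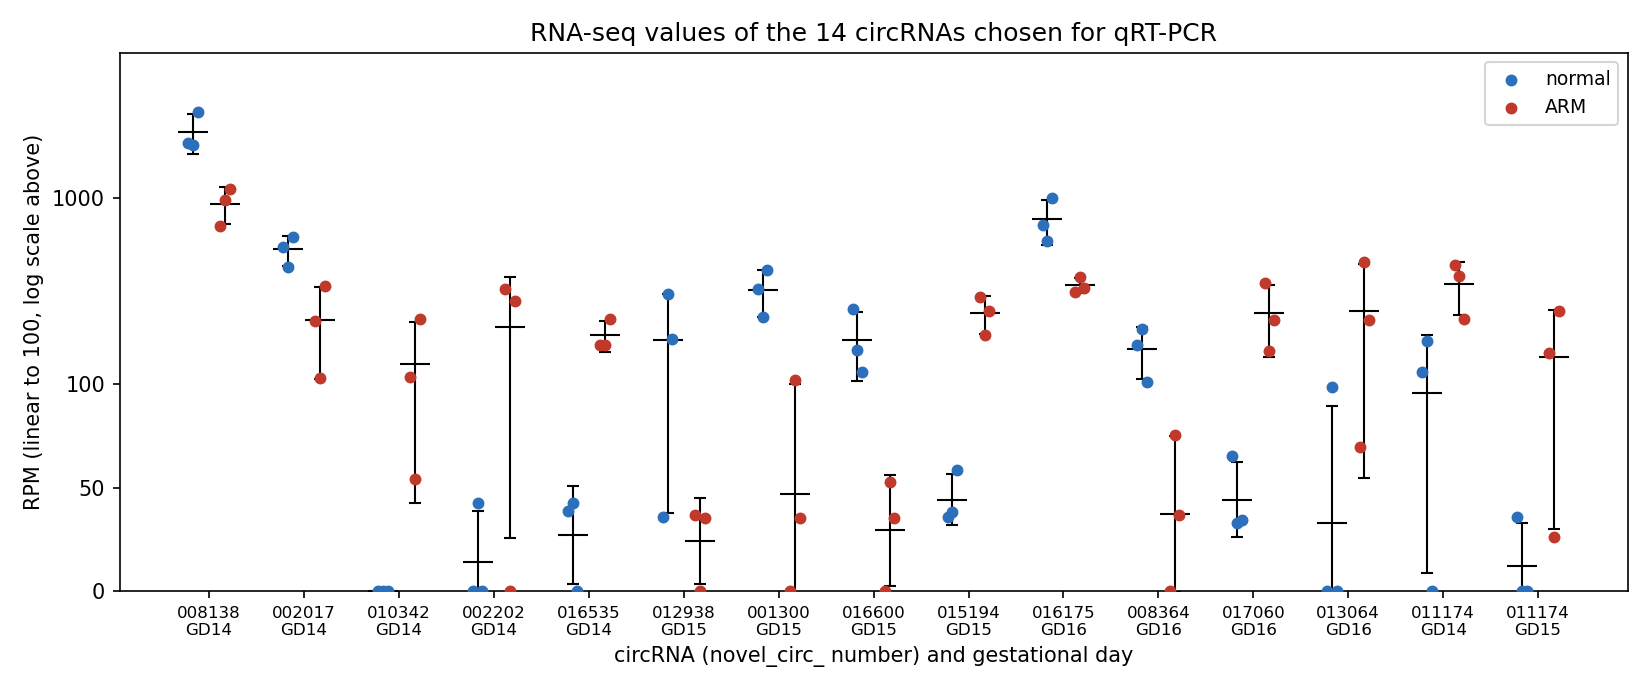
RPM of the 14 circRNAs of the qRT-PCR experiment (15 comparisons) on the y axis, linear up to 100 RPM and logarithmic above, in the normal and ARM libraries of the stage compared. Points are libraries (n = 3 per group); the groups overlap in 4 of the 15 comparisons.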

Among the 14 differentially expressed circRNAs, novel_circ_008138, novel_circ_002017, novel_circ_010342, novel_circ_002202, and novel_circ_016535 were differentially expressed on GD14; novel_circ_012938, novel_circ_01300, novel_circ_016600, and novel_circ_015194 were differentially expressed on GD15; novel_circ_016175, novel_circ_008364, novel_circ_017060, and novel_circ_013064 were differentially expressed on GD16; and novel_circ_011174 was differentially expressed at two time-points (GD14 and GD15) (*p* < 0.05; Supplementary Figure 1A). The relative expression levels were consistent with the RNA-Seq data. Sanger cloning and sequencing results for novel_circ_002017 and novel_circ_008138 are shown in Supplementary Figures 1B,C. Agarose gels electrophoresis was used to validate that a single product had been amplified are shown in Supplementary Figure 1D.

## Discussion

ARMs are complex deformities determined by many factors. Genetic factors have an important influence on the etiology of ARMs (Khanna et al., 2018). The roles of circRNA in embryonic development and congenital malformations of the gastrointestinal system have rarely been reported. Different from most RNAs involved in translation, circRNAs often act at the level of gene expression (Esteller, 2011). The versatility of circRNA expression is mainly reflected in post-transcriptional regulation, which is usually achieved by RNA–RNA interactions (Guil and Esteller, 2015). Studies of circRNAs related to gastrointestinal development are very limited. High-throughput sequencing has confirmed that circRNA expression levels differ among anatomical parts of the digestive tract, and these differences may be closely related to cell proliferation and differentiation during development (Danan et al., 2012; Salzman et al., 2013; Shen et al., 2017). Increasing number of studies have shown that circRNAs, acting as miRNA sponges, inhibit miRNAs and eventually mediate the expression of mRNAs (Hansen et al., 2013). Peng et al. (2017) found that circ-ZNF609 participates in the pathogenesis of congenital megacolon via the mir-150-5P/AKT3 pathway. Zhou et al. performed a sequencing analysis of human congenital megacolon specimens and found that the down-regulation of circ-PRKCI could inhibit cell proliferation and differentiation and inhibit the expression of the mir-1324 target gene *PLCB1* (Zhou et al., 2018). However, the precise circRNAs with key regulatory roles in the normal development of the anus and rectum and the mechanism by which these circRNAs affect the pathogenesis of anorectal atresia and rectourethral fistula are unclear. Therefore, further research is required on this topic.

According to previous morphological studies, urorectal fistulas in rat embryos with ARMs can be explained by a failure of the fusion of the urorectal septum with the cloacal membrane during the critical period of anorectal development. Deduced proliferation and massive apoptosis play important roles in the development of ARMs (Qi et al., 2000a, b, 2002). In the present study, 18,295 circRNAs were identified at key time-points (GD14, GD15, and GD16) during anorectal development in the rat hindgut by high-throughput sequencing. We analyzed expression patterns and performed a bioinformatics analysis of circRNAs that may be involved in the pathogenesis of ARMs. We detected aberrantly expressed circRNAs in a comparison of rat fetuses with ARMs and normal rat fetuses. After screening (|Fc| > 2, *p* < 0.05), we detected 118, 168, and 152 differentially expressed circRNAs at GD14, GD15, and GD16, respectively. 

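Whether the difference between the ARM group and the normal group changed with the stage was tested on the interaction of group and stage in edgeR's quasi-likelihood model. Of the 8909 circRNAs, 435 (4.88%) had unadjusted p under 0.05 and 4 had adjusted p under 0.05, all chosen after their values were seen. novel_circ_000063 had log2 fold changes of 0.66 at GD14, -0.999 at GD15 and 1.40 at GD16 (adjusted p = 6.37e-09), with 0 reads in ARM GD15 replicate 3 and 1 in normal GD16 replicate 3. novel_circ_017788 had -0.20, 1.55 and -1.06 (adjusted p = 0.00370), with 0 reads in ARM GD16 replicate 2 and in normal GD15 replicates 1 and 3. novel_circ_003870 had -4.05 at GD14, 0.91 at GD15 and 0 reads in the ARM group at GD16, at least 4.57-fold lower against a floor of 3 reads over the group, and novel_circ_008138 had -1.24, 0.073 and -0.39 (adjusted p = 0.0323 each). Without its libraries at 0 or 1 read, the adjusted p of novel_circ_000063 was 0.544. These libraries were left out for their own low counts, which favours a weaker result. For novel_circ_017788, such a fit leaves normal GD15 replicate 2 alone in its group and cannot decide. With DESeq2, limma, filterByExpr and the robust fit, 0 circRNAs passed adjustment, with 131 circRNAs at unadjusted p under 0.05 in DESeq2, 489 in limma, 41 with filterByExpr and 461 in the robust fit. Leaving out 1 library at a time, between 1 and 4 circRNAs passed, with 1 without ARM GD16 replicate 2, normal GD15 replicate 1 or normal GD16 replicate 2.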

We can infer that there is a temporal imbalance in circRNA expression.

Using a bioinformatics approach for target prediction, among 425 differentially expressed circRNAs, 55 had ceRNA network connectivity. Compared to the normal group, 14 genes were upregulated and 41 genes were downregulated, suggesting that reductions in circRNA levels were dominant in the ARM group and might contribute to the development of ARMs. 

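With the 3 stages tested together, as ARM against normal with stage as a term and 9 libraries in each group, 502 circRNAs were called, 294 higher and 208 lower in the ARM group. Without ARM GD15 replicate 2 or ARM GD16 replicate 2, this turned to 297 and 286 lower against 276 and 281 higher. At any fold change, 2 had adjusted p under 0.05, both higher and chosen after their values were seen. Of these, novel_circ_018181 was also called, while novel_circ_018182 was under the fold change limit. By DESeq2 and limma 0 passed adjustment, with 531 circRNAs at unadjusted p under 0.05 in edgeR's quasi-likelihood test, 153 in DESeq2 and 518 in limma. Without a filter, 352 were called higher and 351 lower, with 1 higher and 2 lower after adjustment, and library totals left 2 higher and 1 lower after adjustment. Without ARM GD15 replicate 2 or 3 or normal GD15 replicate 1 or 3, 1 lower circRNA passed adjustment. novel_circ_018181 (chromosome X, 119151669 to 119154542, minus strand, intergenic) had 575 ± 298 RPM in the normal group and 1204 ± 587 RPM in the ARM group (SD over 9 libraries of 3 stages), a log2 fold change of 1.05 (standard error 0.23, adjusted p = 0.0160 in edgeR), with 8 of 9 ARM libraries above the normal median of their stage. Over the alternatives its adjusted p ranged from 0.00987 in the robust fit to 1.00 in DESeq2, and it rose above 0.05 without each of 9 libraries, to 0.438 at most without ARM GD16 replicate 1. The other, novel_circ_018182, had 3560 ± 1362 and 6134 ± 2634 RPM, a log2 fold change of 0.81 (standard error 0.11, adjusted p = 1.01e-08 in edgeR), with 7 of 9 ARM libraries above the normal median of their stage, and its adjusted p ranged from 7.37e-10 without a filter to 1.00 in DESeq2, with 0.601 in the robust fit. The next smallest p belonged to novel_circ_008138, lower in the ARM group and under the fold change limit, with a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.187, from 3.79e-05 without a filter to 1.00 in DESeq2). Of the called circRNAs, the next smallest p after novel_circ_018181 belonged to novel_circ_004155 on chromosome 12 and novel_circ_017235 on chromosome 9, with 0 reads in the normal group and 15 and 14 in the ARM group, at least 5.50-fold and at least 5.30-fold higher against a floor of 3 reads over the 9 libraries (adjusted p = 0.389 each). From the larger number of lower than higher circRNAs in the ceRNA network, the paper proposes that reduced circRNA levels prevail in the ARM group and might contribute to ARMs.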

A circRNA-miRNA-mRNA ceRNA network was also constructed. A KEGG pathway enrichment analysis of miRNA-target genes identified the WNT, TGF-β, and MAPK signaling pathways, which are closely related to ARM (Nakamura et al., 2007; Wong et al., 2013; Wang et al., 2015). GO terms of related genes provided compelling evidence that circRNAs can influence metabolic, regulatory, and cellular functions. Our results demonstrated that these differentially expressed circRNAs may play important roles in the development of ETU-induced ARMs.

As a member of the miR-17-92 family, miR-92 plays an important role in the regulation of early embryonic development as well as in tumorigenesis and differentiation in various cancers (Monzo et al., 2008; Jevnaker et al., 2011). Our research group has previously shown that miR-92a-2-5p could have a regulatory role in ARMs. The overexpression of miR-92a-2-5p leads to a decrease in proliferation and an increase in apoptosis in an intestinal cell line (Long et al., 2020). Our results based on RNA-seq data showed that rno-miR-92a-1-5p is related to the regulation of 90 mRNAs. novel_circ_001042, novel_circ_003974, and novel_circ_010342 were associated with rno-miR-92a-1-5p and may function as ceRNAs to regulate the progression of ARMs. Notably, most of the circRNAs identified in this analysis have not been studied previously. Therefore, further research should explore the relationships between circRNAs/miRNAs and ARMs based on our ceRNA-associated network.

## Conclusion

In conclusion, a high-throughput sequencing approach was used to identify numerous differentially expressed circRNAs between the hindguts of normal rat embryos and those with ARMs on GD14–GD16. Using a bioinformatics approach, a circRNA-miRNA-mRNA network was constructed. The potential target genes of novel_circ_001042 may be closely related to the development of ARMs. circRNAs are candidate biomarkers for disease diagnosis and therapeutic targets owing to their high conservation, stability, and tissue-specificity. Our results provide novel insight into the roles of circRNAs in the development of ARMs and provide a valuable resource for further analyses of molecular mechanisms and signaling networks. The construction of regulatory networks could improve our understanding of the basic molecular mechanisms underlying ARM.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO accession GSE159306: go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159306.

## Ethics Statement

The animal study was reviewed and approved by the Ethnical Committee on Science and New Techniques of Shengjing Hospital of China Medical University.

## Author Contributions

All authors listed have made a substantial, direct and intellectual contribution to the work, and approved it for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ARMs: anorectal malformations
ETU: ethylenethiourea
GD: gestational day
Rpm: reads per million mapped reads
circRNAs: circular RNAs
ceRNA: competing endogenous RNA
rRNA: ribosomal RNA
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FDR: false discovery rate
qRT-PCR: quantitative reverse-transcription polymerase chain reaction
WNT: wingless-type MMTV integration site family
TGF- β: transforming growth factor- β
MAPK: mitogen-activated protein kinase
GEO: Gene Expression Omnibus
PCA: principal component analysis.

## References

[B1] AbeN.HiroshimaM.MaruyamaH.NakashimaY.NakanoY.MatsudaA. (2013). Rolling circle amplification in a prokaryotic translation system using small circular RNA. *Angew. Chem. Int. Ed. Engl.* 52 7004–7008. 10.1002/anie.201302044 23716491

[B2] Bachmayr-HeydaA.ReinerA. T.AuerK.SukhbaatarN.AustS.Bachleitner-HofmannT. (2015). Correlation of circular RNA abundance with proliferation–exemplified with colorectal and ovarian cancer, idiopathic lung fibrosis, and normal human tissues. *Sci. Rep.* 5:8057. 10.1038/srep08057 25624062PMC4306919

[B3] BaiY.ChenH.YuanZ. W.WangW. (2004). Normal and abnormal embryonic development of the anorectum in rats. *J. Pediatr. Surg.* 39 587–590. 10.1016/j.jpedsurg.2003.12.002 15065033

[B4] CuschieriA. Eurocat Working Group. (2001). Descriptive epidemiology of isolated anal anomalies: a survey of 4.6 million births in Europe. *Am. J. Med. Genet.* 103 207–215. 10.1002/ajmg.1532.abs 11745992

[B5] DananM.SchwartzS.EdelheitS.SorekR. (2012). Transcriptome-wide discovery of circular RNAs in Archaea. *Nucleic Acids Res.* 40 3131–3142. 10.1093/nar/gkr1009 22140119PMC3326292

[B6] DraakenM.PrinsW.ZeidlerC.HilgerA.MughalS. S.LatusJ. (2012). Involvement of the WNT and FGF signaling pathways in non-isolated anorectal malformations: sequencing analysis of WNT3A, WNT5A, WNT11, DACT1, FGF10, FGFR2 and the T gene. *Int. J. Mol. Med.* 30 1459–1464. 10.3892/ijmm.2012.1124 22961180

[B7] DuW. W.YangW.LiuE.YangZ.DhaliwalP.YangB. B. (2016). Foxo3 circular RNA retards cell cycle progression via forming ternary complexes with p21 and CDK2. *Nucleic Acids Res.* 44 2846–2858. 10.1093/nar/gkw027 26861625PMC4824104

[B8] EndoM.HayashiA.IshiharaM.MaieM.NagasakiA.NishiT. (1999). Analysis of 1,992 patients with anorectal malformations over the past two decades in Japan. Steering Committee of Japanese Study Group of Anorectal Anomalies. *J. Pediatr. Surg.* 34 435–441. 10.1016/s0022-3468(99)90494-310211649

[B9] ErnstJ.Bar-JosephZ. (2006). STEM: a tool for the analysis of short time series gene expression data. *BMC Bioinform.* 7:191. 10.1186/1471-2105-7-191 16597342PMC1456994

[B10] EstellerM. (2011). Non-coding RNAs in human disease. *Nat. Rev. Genet.* 12 861–874. 10.1038/nrg3074 22094949

[B11] GlažarP.PapavasileiouP.RajewskyN. (2014). circBase: a database for circular RNAs. *RNA* 20 1666–1670. 10.1261/rna.043687.113 25234927PMC4201819

[B12] GranoC.BucciS.AminoffD.LucidiF.ViolaniC. (2013). Quality of life in children and adolescents with anorectal malformation. *Pediatr. Surg. Int.* 29 925–930. 10.1007/s00383-013-3359-8 23907176

[B13] GuilS.EstellerM. (2015). RNA-RNA interactions in gene regulation: the coding and noncoding players. *Trends Biochem. Sci.* 40 248–256. 10.1016/j.tibs.2015.03.001 25818326

[B14] HansenT. B.JensenT. I.ClausenB. H.BramsenJ. B.FinsenB.DamgaardC. K. (2013). Natural RNA circles function as efficient microRNA sponges. *Nature* 495 384–388. 10.1038/nature11993 23446346

[B15] HsuM. T.Coca-PradosM. (1979). Electron microscopic evidence for the circular form of RNA in the cytoplasm of eukaryotic cells. *Nature* 280 339–340. 10.1038/280339a0 460409

[B16] JevnakerA. M.KhuuC.KjøleE.BryneM.OsmundsenH. (2011). Expression of members of the miRNA17-92 cluster during development and in carcinogenesis. *J. Cell. Physiol.* 226 2257–2266. 10.1002/jcp.22562 21660949

[B17] KanehisaM.ArakiM.GotoS.HattoriM.HirakawaM.ItohM. (2008). KEGG for linking genomes to life and the environment. *Nucleic Acids Res.* 36 D480–D484. 10.1093/nar/gkm882 18077471PMC2238879

[B18] KhannaK.SharmaS.PabalanN.SinghN.GuptaD. K. (2018). A review of genetic factors contributing to the etiopathogenesis of anorectal malformations. *Pediatr. Surg. Int.* 34 9–20. 10.1007/s00383-017-4204-2 29094201

[B19] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14:R36. 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[B20] LangmeadB.SalzbergS. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9 357–359. 10.1038/nmeth.1923 22388286PMC3322381

[B21] LasdaE.ParkerR. (2014). Circular RNAs: diversity of form and function. *RNA* 20 1829–1842. 10.1261/rna.047126.114 25404635PMC4238349

[B22] LiR.JiangJ.ShiH.QianH.ZhangX.XuW. (2020). CircRNA: a rising star in gastric cancer. *Cell. Mol. Life Sci.* 77 1661–1680. 10.1007/s00018-019-03345-5 31659415PMC11104848

[B23] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* 25 402–408. 10.1006/meth.2001.1262 11846609

[B24] LongC. Y.TangX. B.WangW. L.YuanZ. W.BaiY. Z. (2018). Microarray analysis of miRNAs during hindgut development in rat embryos with ethylenethiourea-induced anorectal malformations. *Int. J. Mol. Med.* 42 2363–2372. 10.3892/ijmm.2018.3809 30106085PMC6192757

[B25] LongC. Y.XiaoY. X.LiS. Y.TangX. B.YuanZ. W.BaiY. Z. (2020). Upregulation of miR-92a-2-5p potentially contribute to anorectal malformations by inhibiting proliferation and enhancing apoptosis via PRKCA/β-catenin. *Biomed. Pharmacother.* 127:110117. 10.1016/j.biopha.2020.110117 32244197

[B26] LukiwW. J. (2013). Circular RNA (circRNA) in Alzheimer’s disease (AD). *Front. Genet.* 4:307. 10.3389/fgene.2013.00307 24427167PMC3875874

[B27] MacedoM.MartinsJ. L.MeyerK. F. (2007). Evaluation of an experimental model for anorectal anomalies induced by ethylenethiourea. *Acta Cir. Bras.* 22 130–136. 10.1590/s0102-86502007000200010 17375220

[B28] MaieseK. (2016). Disease onset and aging in the world of circular RNAs. *J. Trans. Sci.* 2 327–329. 10.15761/jts.1000158 27642518PMC5026119

[B29] MemczakS.JensM.ElefsiniotiA.TortiF.KruegerJ.RybakA. (2013). Circular RNAs are a large class of animal RNAs with regulatory potency. *Nature* 495 333–338. 10.1038/nature11928 23446348

[B30] MonzoM.NavarroA.BandresE.ArtellsR.MorenoI.GelB. (2008). Overlapping expression of microRNAs in human embryonic colon and colorectal cancer. *Cell Res.* 18 823–833. 10.1038/cr.2008.81 18607389

[B31] NahS. A.OngC. C.LakshmiN. K.YapT. L.JacobsenA. S.LowY. (2012). Anomalies associated with anorectal malformations according to the Krickenbeck anatomic classification. *J. Pediatr. Surg.* 47 2273–2278. 10.1016/j.jpedsurg.2012.09.017 23217888

[B32] NakamuraT.TsuchiyaK.WatanabeM. (2007). Crosstalk between Wnt and Notch signaling in intestinal epithelial cell fate decision. *J. Gastroenterol.* 42 705–710. 10.1007/s00535-007-2087-z 17876539

[B33] PengL.ChenG.ZhuZ.ShenZ.DuC.ZangR. (2017). Circular RNA ZNF609 functions as a competitive endogenous RNA to regulate AKT3 expression by sponging miR-150-5p in Hirschsprung’s disease. *Oncotarget* 8 808–818. 10.18632/oncotarget.13656 27903978PMC5352198

[B34] QiB. Q.BeasleyS. W.FrizelleF. A. (2002). Clarification of the processes that lead to anorectal malformations in the ETU-induced rat model of imperforate anus. *J. Pediatr. Surg.* 37 1305–1312. 10.1053/jpsu.2002.34996 12194121

[B35] QiB. Q.BeasleyS. W.WilliamsA. K.FizelleF. (2000a). Apoptosis during regression of the tailgut and septation of the cloaca. *J. Pediatr. Surg.* 35 1556–1561. 10.1053/jpsu.2000.18309 11083422

[B36] QiB. Q.WilliamsA.BeasleyS.FrizelleF. (2000b). Clarification of the process of separation of the cloaca into rectum and urogenital sinus in the rat embryo. *J. Pediatr. Surg.* 35 1810–1816. 10.1053/jpsu.2000.19265 11101742

[B37] RintalaR. J. (2016). Congenital cloaca: long-term follow-up results with emphasis on outcomes beyond childhood. *Semin. Pediatr. Surg.* 25 112–116. 10.1053/j.sempedsurg.2015.11.011 26969236

[B38] SalzmanJ.ChenR. E.OlsenM. N.WangP. L.BrownP. O. (2013). Cell-type specific features of circular RNA expression. *PLoS Genet.* 9:e1003777. 10.1371/journal.pgen.1003777 24039610PMC3764148

[B39] SangerH. L.KlotzG.RiesnerD.GrossH. J.KleinschmidtA. K. (1976). Viroids are single-stranded covalently closed circular RNA molecules existing as highly base-paired rod-like structures. *Proc. Natl. Acad. Sci. U.S.A.* 73 3852–3856. 10.1073/pnas.73.11.3852 1069269PMC431239

[B40] ShenY.GuoX.WangW. (2017). Identification and characterization of circular RNAs in zebrafish. *FEBS Lett.* 591 213–220. 10.1002/1873-3468.12500 27878987

[B41] StollC.AlembikY.DottB.RothM. P. (2007). Associated malformations in patients with anorectal anomalies. *Eur. J. Med. Genet.* 50 281–290. 10.1016/j.ejmg.2007.04.002 17572165

[B42] SuzukiH.TsukaharaT. (2014). A view of pre-mRNA splicing from RNase R resistant RNAs. *Int. J. Mol. Sci.* 15 9331–9342. 10.3390/ijms15069331 24865493PMC4100097

[B43] SzaboL.MoreyR.PalpantN. J.WangP. L.AfariN.JiangC. (2015). Statistically based splicing detection reveals neural enrichment and tissue-specific induction of circular RNA during human fetal development. *Genome Biol.* 16:126. 10.1186/s13059-015-0690-5 26076956PMC4506483

[B44] TangX. B.ZhangT.WangW. L.YuanZ. W.BaiY. Z. (2014). Temporal and spatial expression of caudal-type homeobox gene-2 during hindgut development in rat embryos with ethylenethiourea-induced anorectal malformations. *Cells Tissues Res.* 357 83–90. 10.1007/s00441-014-1858-0 24744267

[B45] TorreL. A.BrayF.SiegelR. L.FerlayJ.Lortet-TieulentJ.JemalA. (2015). Global cancer statistics, 2012. *CA Cancer J. Clin.* 65 87–108. 10.3322/caac.21262 25651787

[B46] VicensQ.WesthofE. (2014). Biogenesis of circular RNAs. *Cell* 159 13–14. 10.1016/j.cell.2014.09.005 25259915

[B47] WangC.LiL.ChengW. (2015). Anorectal malformation: the etiological factors. *Pediatr. Surg. Int.* 31 795–804. 10.1007/s00383-015-3685-0 25899933

[B48] WijersC. H.van RooijI. A.MarcelisC. L.BrunnerH. G.de BlaauwI.RoeleveldN. (2014). Genetic and nongenetic etiology of nonsyndromic anorectal malformations: a systematic review. *Birth Defects Res. C Embryo Today* 102 382–400. 10.1002/bdrc.21068 25546370

[B49] WongE. H.NgC. L.LuiV. C.SoM. T.ChernyS. S.ShamP. C. (2013). Gene network analysis of candidate loci for human anorectal malformations. *PLoS One* 8:e69142. 10.1371/journal.pone.0069142 23936318PMC3731316

[B50] WoodR. J.LevittM. A. (2018). Anorectal Malformations. *Clin. Colon. Rectal. Surg.* 31 61–70. 10.1055/s-0037-1609020 29487488PMC5825858

[B51] ZhangY.ZhangX. O.ChenT.XiangJ. F.YinQ. F.XingY. H. (2013). Circular intronic long noncoding RNAs. *Mol. Cell* 51 792–806. 10.1016/j.molcel.2013.08.017 24035497

[B52] ZhouL.LiY.JiangW.ZhangH.WenZ.SuY. (2018). Down-regulation of circ-PRKCI inhibits cell migration and proliferation in Hirschsprung disease by suppressing the expression of miR-1324 target PLCB1. *Cell Cycle* 17 1092–1101. 10.1080/15384101.2018.1480210 29895226PMC6110588

# Supplementary material for: RNA-Seq Profiling of Circular RNAs During Development of Hindgut in Rat Embryos With Ethylenethiourea-Induced Anorectal Malformations
**Source:** Front Genet. 2021 Apr 13;12:605015. doi: 10.3389/fgene.2021.605015
**Supplement:** Supplementary Table 1 — The sequences of the primers pairs.

|  | Forward (5′ - 3′ ) | Reverse (5′ - 3′ ) |
| --- | --- | --- |
| novel_circ_008138 | AAGTACTGATGGGGAGCGGC | GAGAAGGCTCGGACGTGAGG |
| novel_circ_002017 | TGAGTAACGGTGCCAAGTGC | CACTGCATTTGGGTAGCCTTCA |
| novel_circ_012938 | TCCTCCTCACTTGCCACCAC | ATGGCCAGGTAGAGGTGCTG |
| novel_circ_001300 | TGGTCCCATCAGACAAAGGCA | CGGTGTTGGTCCAGTACGGT |
| novel_circ_016600 | GCAATAGCGTCTCACATTGGCA | ACACTTGCTCTCCTGTGGCT |
| novel_circ_016175 | TCAGTGACCAACTCAGTGCCA | CTGGGAGAACCGTCGGTCAT |
| novel_circ_013064 | AAACCTCAGCCACAGCAGGA | GGGTGCTGGACAGTTTGAGC |
| novel_circ_017060 | CGGAGCCATCCTGAACTCCT | GCATTCGTTGTCGCCATTGC |
| novel_circ_016535 | TCCCGACCATCTGGCACTTC | CTGTAGATCTCATGCATAGGAGGACA |
| novel_circ_002202 | CAAGATCTTGGCCGCTGTGG | ACGCAACTGCTGAGACCCAT |
| novel_circ_008364 | ATCCACGCCAAGAGAGCCTC | TGACCTTCAGCTGCTGGACA |
| novel_circ_011174 | ATCAGCCCTGTCTCAACCGG | TCATGCCTGAGTGAGAAGCCT |
| novel_circ_015194 | TGAGGCCCTCAAAGCTCTGT | AACTTCCAGGCAGGGCACTT |
| novel_circ_010342 | AGACGGCGAATACTGGGTCG | TGGCCGCTTCATCTGCTCAA |
| β-actin | CCGCATCCTCTTCCTCCCT | GCCACAGGATTCCATACCCAG |

Supplementary Table 1. The sequences of the primers pairs.

How the deposited data were processed for this re-analysis (not part of the article)

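Hindguts of rat embryos with ETU-induced anorectal malformations and of normal embryos were sequenced at GD14, GD15 and GD16, in 18 libraries with 3 biological replicates in each of the 6 groups. ETU was given on GD10 at 125 mg/kg as a 1% solution. Whether a library holds the tissue of 1 embryo, 1 litter or a pool is not stated in the paper or its files, so a library was taken as 1 sample, and no litter effect was tested. The paper names the HiSeq 2500 as the instrument and the sample labels name the HiSeq 4000.

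The count values are whole numbers of back-spliced junction reads per circRNA and library, as deposited, without normalization. To make them, the authors filtered the reads for adapters, unknown bases and low quality, removed ribosomal reads with Bowtie2, mapped the rest with TopHat2, and passed anchors from the ends of the unmapped reads to find_circ. The RPM values were made by the authors from the same counts, scaled to the junction read total of each library, as deposited. This was checked, and the largest difference between a deposited RPM and one recomputed from the counts was 5.09e-11. The table lists 18295 circRNAs with their coordinates, strand, type, length and source gene. It gives source genes as Ensembl identifiers, names no gene symbol and no genome build, and holds no reads, so back-splice junctions could not be called again. Of the circRNAs listed, 0 had a highest count of 1 over the 18 libraries.

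The libraries held 17163 to 38113 junction reads, and the smallest one set the depth of the thinned alternatives. In groups of 3 libraries, 0 reads were read as a level of up to 3 reads over the group. Fold changes against such a group are given as bounds against 3 reads. These take the mean of the other group as exact, so its counting error can put the true value below them. The test covered circRNAs with reads in at least 3 libraries and at least 6 reads over all, which left 8909. TMM factors lay between 0.895 and 1.073. edgeR 4.0.16 was run in R 4.3.3 with a common dispersion of 0.331, the trended quasi-likelihood spread and 1 coefficient per group, and the comparisons were ARM against normal at each stage, each pair of stages within a group, ARM against normal over the 3 stages with stage as a term, and the interaction of group and stage. In this model every circRNA received the trended spread, without a value of its own. The standard error of a log2 fold change was computed back from the F statistic of this test. It therefore carries the trended spread and can be too small for a circRNA that spreads more. The fold change limit was 2 and the p limit 0.05, both before adjustment, and adjusted p-values are Benjamini-Hochberg values over the tested circRNAs. Numbers of circRNAs after adjustment count adjusted p under 0.05 at any fold change. p-values of edgeR, DESeq2 and limma are two-sided.

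Comparisons of a single value per library used exact permutation tests, whose smallest two-sided p for 3 libraries against 3 is 0.1, and the shares of variance used 100000 permutations of labels. Principal components and limma used log2(RPM + 10). The groups of circRNAs that change over the stages were formed with the rule of the Short Time-series Expression Miner on 8 model profiles. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

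The alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors and library totals in place of TMM, no low-count filter, edgeR's filterByExpr, the libraries of the groups compared alone, edgeR's exact test on the pair of groups without a filter, replicate numbers as blocks, limma 3.58.1 on log2(RPM + 10), other offsets and detection limits, sets of detected circRNAs on libraries thinned to the smallest, and each library left out in turn. With a library left out, only the comparisons that contain it, the test over all stages and the interaction were fitted again. Lists joined over several comparisons kept the full result for the rest. Other alternatives were chosen after the data had been seen. These were edgeR's exact test with library totals and the ratio of mean RPM as fold change, a quasi-likelihood model with robust estimation of the spread, shares of variance and principal components on libraries thinned to 17163 reads, and models without the libraries at 0 or 1 read of a circRNA. The exact test with library totals was kept because its numbers of called circRNAs equal those of the paper. It was 1 of 4 exact tests run, 0 of the other 3 gave an equal number for any of the 18 directional counts, and it is used for no value outside the statements that name it.

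The circRNAs reported by name were every one named in the text of the paper, the 3 called circRNAs with the smallest p at each stage and over all stages, and the 1 called circRNA with the smallest p between each pair of stages within a group. The values of Table 1 had been seen when this rule was written. Any other circRNA named is said to have been chosen after its values were seen.

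The procedure was tested on simulated data, in which counts were drawn for 8893 circRNAs from their means over the 18 libraries, the real library sizes and the fitted dispersions, and 200 of them were changed 4-fold or 8-fold in the GD14 ARM libraries. For GD14 at the limits of the paper, edgeR's quasi-likelihood test called 51 changed and 263 unchanged circRNAs, and after adjustment 7 changed and 0 unchanged ones. The exact test with library totals called 44 and 100, DESeq2 37 and 76, and limma 52 and 529 at these limits. After adjustment they called 8, 8 and 0 changed circRNAs and 0 unchanged ones. Of the 200, 17 had at least 5 reads per library on average. At GD15, where no circRNA was changed, the quasi-likelihood test called 171 higher and 191 lower, with 372 at unadjusted p under 0.05 and 0 after adjustment. The exact test with library totals called 76 and 63, with 149 at unadjusted p under 0.05 and 0 after adjustment. In the real libraries of GD15, other splits of the 6 libraries gave up to 2 circRNAs after adjustment in either test. The 0 unchanged circRNAs after adjustment therefore hold for the simulated counts only. The assignment to model profiles placed 97.5% of 200 simulated circRNAs in the profile they were made from. These were group means with large steps and little noise, not counts. The share therefore does not measure how well circRNAs with few reads are assigned.

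No enrichment of GO terms or pathways was computed, since the files pair source genes with neither names nor terms. The qRT-PCR measurements and the microRNA predictions of the paper are not in the files and were left out.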

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

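The tests of the spread between replicates, of the robust estimate of the spread and of thinned libraries were chosen only after the result was seen. So were models without the libraries with few or no reads of a circRNA, and levels with library size or Y level removed. Models with each library left out in turn were set before the data were examined.

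For 31 named circRNAs and 6 measures per library, the value of the library farthest from the others was compared with the range of the 9 libraries of the ARM group and of the normal group. The gap to the nearest library, divided by the range, exceeded Dixon's limit of 0.493 in 10 of 74 groups (13.5%), where chance alone takes about 5% of groups past it. In the ARM group, the gap was 0.773 of the range for novel_circ_012938, with 162 RPM from 3 reads in ARM GD14 replicate 2 against 36.9 RPM in the next library. It was 0.667 for novel_circ_001300, with 651 RPM from 12 reads in ARM GD14 replicate 1 against 217 RPM, and 0.595 for novel_circ_017235, with 271 RPM from 5 reads in the same library against 110 RPM. It was 0.531 for novel_circ_000271, with 78.7 RPM from 3 reads in ARM GD15 replicate 2, and 0.513 for novel_circ_008364, with 75.2 RPM from 2 reads in ARM GD16 replicate 2. In the normal group, it was 0.574 for novel_circ_006611, with 885 RPM from 27 reads in normal GD16 replicate 2 against 377 RPM, and 0.566 for novel_circ_001042, with 377 RPM from 11 reads in normal GD16 replicate 3 against 164 RPM. For novel_circ_014878 it was 0.500, with 524 RPM from 9 reads in normal GD15 replicate 3 against 262 RPM, and for novel_circ_016535 it was 0.508, with 266 RPM from 7 reads in normal GD15 replicate 2 against 131 RPM. In simulations with counting error alone, 45 of 1000 had as many of the 62 groups of RPM values past the limit as the 9 observed, with 5.02 on average. Counting error of few reads cannot be told apart from other causes by this number, because replicates spread more than counting error in all 18 pairs (chi-square per degree of freedom of 1.69 to 3.03), whatever these groups hold. The 9 libraries span 3 stages, and a change with stage stays open, as does a difference between single embryos or litters. No biological explanation was tested.

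On the second principal component, normal GD15 replicate 3 lay at -112.7 and the next normal library, normal GD14 replicate 3, at -38.5, a gap of 0.618 of the range. With 17163 and 19390 junction reads, they are the shallowest of the normal libraries. With every library thinned to 17163 reads, normal GD15 replicate 3 passed the limit in 1 of 100 thinned sets, where the largest gap had a median of 0.270 of the range (0.0626 to 0.513), so library size is a candidate explanation. The 3 ARM GD14 libraries, with 17919 to 18473 reads, lay on the other side of zero, at 24.4, 33.2 and 56.2, so shallow libraries did not all lie on one side. Library composition, a mislabelled sample and a biological difference of that sample stay open, since the files hold no other measure of the library. No biological explanation was tested.

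The difference between the ARM group and the normal group changed with the stage for 4 circRNAs after adjustment in edgeR's quasi-likelihood model. Of 100 splits of the libraries within stages, 5 gave as many, so chance is not excluded. For novel_circ_000063 (adjusted p = 6.37e-09) and novel_circ_017788 (adjusted p = 0.00370), the spread between replicates was 15.95 and 8.41 times the trend that the model gives every circRNA. Without the libraries at 0 or 1 read, the adjusted p was 0.544 and 0.982. These libraries were picked for their extreme values, so a weaker result without them cannot decide whether they are the cause. A spread above the trend is a candidate explanation of both, and single libraries with an abundant circRNA missing stay open. Over the alternatives, the adjusted p of novel_circ_000063 ranged from 5.37e-12 with RLE size factors to 1 in DESeq2, with 0.801 in the robust fit, and that of novel_circ_017788 from 1.13e-06 with replicate numbers as blocks to 1 in DESeq2. The call of novel_circ_017788 was lost without ARM GD16 replicate 2 (0.153), normal GD15 replicate 1 (0.680), normal GD15 replicate 3 (0.424) or normal GD16 replicate 2 (0.0535). The log2 fold changes at GD14, GD15 and GD16 were 0.66, -0.999 and 1.40 for novel_circ_000063 and -0.20, 1.55 and -1.06 for novel_circ_017788.

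For novel_circ_003870 and novel_circ_008138 (adjusted p = 0.0323 each), the spread between replicates was 0.515 and 0.669 times the trend. The larger ratio, 0.669, argues against a spread above the trend as the cause. In the robust fit, however, both calls were lost, with an adjusted p of 0.102 each. The log2 fold changes of novel_circ_003870 were -4.05 at GD14 and 0.91 at GD15, and at GD16 the ARM group had 0 reads, at least 4.57-fold lower against a floor of 3 reads over the group. Those of novel_circ_008138 were -1.24, 0.073 and -0.39 at GD14, GD15 and GD16. The adjusted p of novel_circ_003870 ranged from 0.0479 without a filter to 0.445 in limma, and that of novel_circ_008138 from 0.000387 without a filter to 1 in DESeq2. The call of novel_circ_003870 was lost without ARM GD14 replicate 1 (0.105) or 3 (0.0760), ARM GD15 replicate 1 (0.110), 2 (0.0731) or 3 (0.125), ARM GD16 replicate 1 (0.0600), 2 (0.0955) or 3 (0.0707), normal GD14 replicate 2 (0.0898) or 3 (0.0817), normal GD15 replicate 1 (0.168) or 2 (0.210), or normal GD16 replicate 2 (0.0535). The call of novel_circ_008138 was lost without ARM GD14 replicate 1 (0.853) or 2 (0.103), ARM GD15 replicate 2 (0.162) or 3 (0.125), ARM GD16 replicate 2 (0.0718) or 3 (0.0512), normal GD14 replicate 3 (0.703), normal GD15 replicate 1 (0.103), 2 (0.0534) or 3 (0.203), or normal GD16 replicate 2 (0.0535) or 3 (0.0739). A dependence on stage and chance both stay open for this pair.

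Over the 3 stages together, the paper reports no circRNA, and 2 passed adjustment in edgeR's quasi-likelihood test, both higher in the ARM group on chromosome X. At least as many passed in 20 of 100 splits of the libraries within stages, so chance is not excluded. The log2 fold change of novel_circ_018181 was 1.05 (adjusted p = 0.0160), with 8 of 9 ARM libraries above the normal median of their stage. A robust fit gave an adjusted p of 0.00987, while its spread between replicates, 2.50, was 3.05 times the trend of 0.820. A spread above the trend cannot be told apart from a difference between the groups for this circRNA, because the robust fit kept the call and the ratio is above 1. The call was lost without ARM GD14 replicate 2 (0.201), ARM GD15 replicate 2 (0.0647), ARM GD16 replicate 1 (0.438) or 2 (0.191), normal GD14 replicate 2 (0.224) or 3 (0.217), normal GD15 replicate 2 (0.0675), or normal GD16 replicate 1 (0.0508) or 3 (0.0702). Over the alternatives its adjusted p reached 1.00 in DESeq2 and 0.825 in limma, with 0.265 without a filter.

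The other, novel_circ_018182, had a log2 fold change of 0.81 (adjusted p = 1.01e-08), with 7 of 9 ARM libraries above the normal median of their stage. Its spread between replicates was 9.29 times the trend, and the robust fit gave an adjusted p of 0.601, so that a spread above the trend is a candidate explanation. Its adjusted p over the alternatives ranged from 7.37e-10 without a filter to 1.00 in DESeq2. Over the 18 libraries, its RPM had a correlation with the summed RPM of the Y chromosome of r = 0.409 (permutation p = 0.0915, adjusted 0.122) and rho = 0.359 (permutation p = 0.143, adjusted 0.191), with r = 0.340 without the pair of libraries farthest from the median. The summed RPM of the Y chromosome was 261 ± 212 in the ARM group and 255 ± 190 in the normal group (SD, n = 9 each). Within stages, the log2 difference of novel_circ_018182 between the groups was 0.75 (two-sided exact permutation p = 0.05225), and 0.74 with the summed Y RPM removed (p = 0.0558). These values give no sign of a different share of male embryos, but an effect of it cannot be told apart from one of ETU on this circRNA, because the sex of the embryos is not given and the Y chromosome had 120 reads in all. With the junction reads of a library it had r = 0.0996 (permutation p = 0.694, adjusted 0.694) and rho = 0.267 (permutation p = 0.283, adjusted 0.283), and r = -0.0785 without the pair farthest from the median. The ARM and normal groups held 231081 and 230298 junction reads. The mean RPM was higher in the ARM group at GD14 (6604 against 2973), where its libraries were all the shallower ones, at GD15 (5264 against 3322), where they were the deeper ones on average, and at GD16 (6532 against 4384). With the log2 of the junction reads removed, the log2 difference was 0.76 (two-sided exact permutation p = 0.059). These values give no sign of library size as the cause, but it cannot be told apart from a difference between the groups, because that difference is itself not past 0.05 in this test. These were among 4 relations computed, and the p-values are two-sided. This circRNA lies within the span of novel_circ_018181 on the opposite strand, and whether repeated sequence at this place feeds both was not tested, since no genome comes with the files.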

How the results depend on the processing

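The tests with edgeR's exact test on library totals and with the robust quasi-likelihood fit were chosen only after the result was seen. Sets of 9 numbers below follow the order ARM against normal at GD14, GD15 and GD16, then GD14 to GD15, GD14 to GD16 and GD15 to GD16 in the ARM group, then the same in the normal group. Unless the text says otherwise, the cause of a change was not tested. The quasi-likelihood test called 308, 319, 333, 390, 426, 306, 337, 557 and 430 circRNAs. At any fold change, 2, 0, 1, 14, 25, 5, 4, 23 and 6 had adjusted p under 0.05, and some of these were not called. Adjusted calls below likewise count adjusted p under 0.05 at any fold change. A median library of 26862 junction reads gives the median circRNA 6 reads over the 18 libraries, and this depth limits every count below to abundant circRNAs or large changes.

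DESeq2 called 112, 93, 84, 153, 191, 95, 107, 198 and 141 circRNAs, 280 at any stage and 115 over all stages. After adjustment it gave 0 at GD14, 0 at GD16 and 0 over all stages, where 125, 95 and 153 had unadjusted p under 0.05 against 325, 342 and 531 in edgeR's quasi-likelihood test and 582, 439 and 518 in limma. It gave 3 from GD15 to GD16 in the ARM group and 1 from GD14 to GD15 in the normal group. For the interaction of group and stage it gave 0, with 131 at unadjusted p under 0.05, against 4 and 435 in the quasi-likelihood test. Of the comparisons of Table 1, 26 had p under 0.05.

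With edgeR's filterByExpr, which keeps 689 circRNAs, the calls were 29, 18, 23, 50, 68, 31, 26, 74 and 50, with 67 at any stage and 4 over all stages. These fell because fewer circRNAs were tested. After adjustment there was 1 at GD14, 0 at GD16 (34 at unadjusted p under 0.05) and 0 over all stages. There were 25 and 39 from GD14 to GD15 and GD16 in the ARM group, and 1, 37 and 14 in the normal group. The interaction gave 0, with 41 at unadjusted p under 0.05. Of Table 1, 12 comparisons were tested, of which 12 kept their sign and 9 had p under 0.05. Of the qRT-PCR comparisons, 5 were tested, with 5 of the same sign and 5 with p under 0.05.

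With the 2 groups alone in the model, 168 were called at GD14 and 198 from GD14 to GD15 in the normal group. Adjusted calls were 1 at GD14 and 16 from GD14 to GD16 in the ARM group. With edgeR's exact test on the 2 groups without a filter, the calls were 122, 174 and 154 between ARM and normal, 252 and 181 in the ARM group from GD14 to GD15 and from GD15 to GD16, and 135, 302 and 216 in the normal group, with 435 at any stage. Adjusted calls were 0 at GD14 and 0 at GD16, with 143 and 169 at unadjusted p under 0.05 in this test, and 15 and 3 from GD14 to GD16 and from GD15 to GD16 in the ARM group. On this list, ARM Profile 0 fell to 47, under the 53.3 expected, and ARM Profile 7 rose to 103, with an exact binomial p = 6.82e-10.

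With the replicate number as a block (replicate block), the calls were 83, 87, 68, 187, 224, 117, 142, 265 and 197, with 230 at any stage and 137 over all stages. Adjusted calls at GD15 were 2, the interaction gave 2, and 22 comparisons of Table 1 had p under 0.05. No sign of a pairing by replicate number was seen. None of 27 correlations between libraries of equal number exceeded 0.1 after the group means were taken out. A pairing is not excluded, because counting error of few reads lowers such correlations and no libraries known to be paired were at hand.

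With limma on log2(RPM + 10), the calls were 582 at GD14, 644 from GD14 to GD15 and 709 from GD14 to GD16 in the ARM group. Adjusted calls were 0 at GD14 and 0 at GD16, with 582 and 439 at unadjusted p under 0.05, and 0, 2 and 2 in the ARM group, with 644, 709 and 459. They were 0, 2 and 0 in the normal group, with 503, 674 and 559 at unadjusted p under 0.05, and 0 over all stages, with 518. The interaction gave 0, with 489.

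With edgeR's exact test on library totals and the ratio of mean RPM, the calls were 118, 168, 152, 212, 254, 187, 139, 301 and 217, with 425 at any stage. Adjusted calls were 1 at GD14, 0 at GD16 (166 at unadjusted p under 0.05), 2 from GD15 to GD16 in the ARM group and 2 from GD14 to GD15 in the normal group. On its list, ARM Profile 0 held 47. With the robust quasi-likelihood fit, adjusted calls were 1 at GD14, 0 at GD16 (374 at unadjusted p under 0.05), 3 from GD15 to GD16 in the normal group and 1 over all stages, and the interaction gave 0, with 461 at unadjusted p under 0.05. With RLE size factors, 1 circRNA passed adjustment at GD15 and 2 for the interaction, and with library totals in place of TMM 1 and 2.

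The level of a library turned in all 6 comparisons when taken as the mean of log2(RPM + 10), to 0.184, 0.154 and -0.0306 in the ARM group and to 0.00733, 0.0904 and 0.0831 in the normal group (GD14 to GD15, GD14 to GD16 and GD15 to GD16). Requiring reads in at least 2 libraries of a group left 1831 circRNAs in the ARM group alone, 1745 in the normal group alone and 1649 in all 6 groups, and requiring at least 2 reads left 2212 in all 6. Among circRNAs with reads in at least 3 libraries, the shares were 68.4% for annot_exons, 4.48% for antisense, 6.89% for intergenic, 6.14% for one_exon and 1.85% for intronic circRNAs, and 19.2% had lengths over 200 and up to 400 nt.

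Leaving out 1 library at a time moved the adjusted calls as follows. At GD14 they ranged from 0 to 3, with 0 without ARM GD14 replicate 1 in edgeR's quasi-likelihood test (283 at unadjusted p under 0.05), and 1 without normal GD14 replicate 2 or 3. At GD15 they ranged from 0 to 3, with 3 without normal GD15 replicate 1 and 1 without ARM GD15 replicate 1, 2 or 3 or normal GD15 replicate 2. At GD16 they ranged from 0 to 3, with 2 without ARM GD16 replicate 1, 3 without ARM GD16 replicate 3 and 0 without normal GD16 replicate 3 (239 at unadjusted p under 0.05). Over all stages they ranged from 1 to 4, with 4 without ARM GD15 replicate 3. They were 1 without ARM GD14 replicate 2, ARM GD16 replicate 1 or 2, normal GD14 replicate 2 or 3, normal GD15 replicate 2, or normal GD16 replicate 1 or 3. From GD15 to GD16 in the ARM group they ranged from 3 to 5, with 3 without ARM GD15 replicate 3. In the normal group from GD14 to GD15 they ranged from 1 to 4, with 1 without normal GD14 replicate 1 or 2. From GD14 to GD16 they ranged from 10 to 20, with 15 without normal GD14 replicate 1 or 3, 10 without replicate 2, and 13 without normal GD16 replicate 2 or 3. From GD15 to GD16 they ranged from 5 to 10, with 10 without normal GD15 replicate 1. The interaction ranged from 1 to 4, with 2 without ARM GD14 replicate 1, ARM GD15 replicate 2 or 3, ARM GD16 replicate 3, normal GD14 replicate 3 or normal GD15 replicate 2 or 3. It was 1 without ARM GD16 replicate 2, normal GD15 replicate 1 or normal GD16 replicate 2.

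The normal level from GD14 to GD15 ranged from -0.250 to 0.0982 and turned to 0.0832 without normal GD14 replicate 3, 0.0982 without normal GD15 replicate 1 and 0.0573 without normal GD15 replicate 2. ARM Profile 0 ranged from 82 to 112, with 82 without ARM GD16 replicate 1 and 86 without replicate 2 no longer past correction. ARM Profile 6 ranged from 129 to 175, with 129 without ARM GD14 replicate 2 no longer past correction. ARM Profile 7 ranged from 58 to 101 and passed correction with 89 and 86 without ARM GD15 replicate 1 or 3 and with 101, 94 and 100 without ARM GD16 replicate 1, 2 or 3. Normal Profile 0 ranged from 56 to 116 and passed correction with 116, 93 and 112 without normal GD14 replicate 1, 2 or 3 and 98 without normal GD15 replicate 3. Normal Profile 7 ranged from 81 to 126, with 81 and 86 without normal GD14 replicate 1 or 3 no longer past correction.

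With 1 library left out, calls ranged from 247 to 268, 240 to 304 and 232 to 275 between ARM and normal, from 289 to 316, 334 to 370 and 219 to 263 in the ARM group, and from 245 to 279, 389 to 422 and 309 to 351 in the normal group. The log2 fold changes of the 41 results of named circRNAs had the same sign in every alternative run. Of these results, 6 rose above an unadjusted p of 0.05 in DESeq2, 14 in limma, 6 with the replicate block, 2 without a filter, 2 with the 2 groups alone, 3 in the exact test without a filter, 2 in that on library totals, 4 in the robust fit and 1 with filterByExpr. Others fell under it, 3 with the 2 groups alone, 4 in each of the exact tests, 2 without a filter, 2 in limma and 1 each in DESeq2, with RLE and with library totals. With 1 library left out, this happened in 34 cases, while 2 cases fell under it and 294 kept their side.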

Differences from the paper's values

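The tests named as chosen after seeing the values, edgeR's exact test with library totals and the ratio of mean RPM and the robust quasi-likelihood fit, are the only ones here that were chosen only after the result was seen. The alternatives set before the data were examined were DESeq2, RLE size factors, library totals, no low-count filter, filterByExpr, the 2 groups alone in the model, edgeR's exact test on the 2 groups without a filter (with TMM), replicate numbers as blocks, limma, and each library of the comparison left out. A number of circRNAs differs when one value is more than 1.5 times the other. Beside each number, those of these alternatives that do not differ from the paper's value are named, and every other one of them that was run for that number differs.

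In the ARM group between GD14 and GD15, the paper's number of lower circRNAs is 96 and the quasi-likelihood test gave 179. DESeq2, no filter, the 2 groups alone, the exact test, the replicate blocks and models without ARM GD15 replicate 1, 2 or 3 do not differ. The paper's number of higher ones is 116 and the quasi-likelihood test gave 211. RLE, the blocks and models without ARM GD14 replicate 1, 2 or 3 or ARM GD15 replicate 2 do not differ. Between GD14 and GD16, the paper's number of lower ones is 99 against 224, and DESeq2, no filter, the 2 groups alone, the exact test, the blocks and the model without ARM GD16 replicate 2 do not differ. Between GD15 and GD16, the paper's number of lower ones is 103 against 171. RLE, library totals, the 2 groups alone, the exact test, the blocks and models without ARM GD15 replicate 3 or ARM GD16 replicate 1, 2 or 3 do not differ. The paper's number of higher ones is 84 against 135, and DESeq2, the exact test and models without ARM GD15 replicate 1, 2 or 3 or ARM GD16 replicate 1 or 3 do not differ.

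In the normal group between GD14 and GD15, the paper's number of lower circRNAs is 64 against 178, and DESeq2, the 2 groups alone, the exact test and the blocks do not differ. The paper's number of higher ones is 75 against 159, and the same 4 alternatives and models without normal GD14 replicate 1, 2 or 3 do not differ. Between GD14 and GD16, the paper's number of lower ones is 128 against 268, where DESeq2, the 2 groups alone, the exact test, the blocks and models without normal GD14 replicate 2 or normal GD16 replicate 1, 2 or 3 do not differ. The paper's number of higher ones is 173 against 289, where RLE, library totals, the 2 groups alone, the exact test, the blocks and models without normal GD14 replicate 1, 2 or 3 or normal GD16 replicate 1 or 2 do not differ. Between GD15 and GD16, the paper's number of lower ones is 96 against 205, where DESeq2, the exact test, the blocks and models without normal GD16 replicate 1, 2 or 3 do not differ. The paper's number of higher ones is 121 against 225, where the 2 groups alone, the exact test, the blocks and models without normal GD15 replicate 1, 2 or 3 do not differ.

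Between the ARM group and the normal group at GD14, the paper's number of higher circRNAs is 60 and the quasi-likelihood test gave 168, where DESeq2, the 2 groups alone, the blocks and the model without normal GD14 replicate 2 do not differ. The paper's number of lower ones is 58 against 140, where DESeq2, the exact test, the blocks and models without ARM GD14 replicate 2 or 3 do not differ. At GD15 the paper's number of higher ones is 94 against 192, where the exact test and models without normal GD15 replicate 2 or 3 do not differ. The paper's number of lower ones at GD15 is 74 against 127, where the 2 groups alone, the exact test and models without ARM GD15 replicate 1, 2 or 3 do not differ. At GD16 the paper's number of higher ones is 65 against 181, where DESeq2, the exact test and models without normal GD16 replicate 1 or 3 do not differ. The paper's number of lower ones at GD16 is 87 against 152, where the 2 groups alone, the exact test and models without ARM GD16 replicate 1, 2 or 3 do not differ. Called at any stage, the paper's number is 425 against 910, where the exact test, with 435, does not differ.

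With the number of higher circRNAs between GD14 and GD16 in the ARM group, which does not differ, these are 19 numbers. An exact test of edgeR with library totals, a dispersion for each circRNA and the ratio of mean RPM gave the paper's value for all 19; it was chosen after seeing the values, because it gave them, out of 4 exact tests run, and it drops 0 of the 56 called comparisons that Table 1 lists, while the members of the 19 numbers are not listed and could not be checked one by one. The other 3 tests, with TMM or with 1 dispersion for all, equalled the paper in 0 of 18 directional numbers. The paper names edgeR and states a scaling to back-spliced RPM, and does not state which test of edgeR or which filter was used. With this setting, all 56 log2 ratios of mean RPM are within 0.001 of those in Table 1 and all 56 p within 1% of them. The exact test with TMM differed in 2 of the 19, the blocks in 6, the 2 groups alone in 7, DESeq2 in 9, RLE in 15, library totals in 16, no filter in 17, filterByExpr and limma in 19 each, and models with 1 library left out in 72 of 126. The robust quasi-likelihood fit, chosen after seeing the values, differed in 18.

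For the trends over the stages, the paper's number of normal circRNAs in Profile 7 is 60 against 134, where an offset of 0.001 RPM and models without normal GD14 replicate 1 or 3 do not differ. The paper's number of ARM circRNAs in Profile 7 is 42 against 92, where that offset and models without ARM GD14 replicate 2 or 3 do not differ. The paper's number of normal circRNAs in Profile 0 is 33 against 113, where that offset does not differ. The paper's number of ARM circRNAs in Profile 0 is 47 against 114, where that offset and the calls of the exact test with TMM, with 47 each, do not differ. An offset of 1 RPM and the other models with 1 library left out differed in each case, as did the calls of the exact test with TMM in the first 3. The calls of the exact test with library totals, chosen after seeing the values, gave the paper's number in all 4; the paper does not list the members of a profile, so how many of them it drops could not be counted. The axis of Figure 8A reaches about 4400 genes, read by eye, while the circRNAs called at any stage have 683 source genes in the quasi-likelihood test. With the exact test chosen after seeing the values they have 360, which also differs.

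The paper lists the 56 comparisons of Table 1 as differentially expressed, and 41 of them had p under 0.05 in the quasi-likelihood test. The number with p under 0.05 was 26 with DESeq2, 42 with RLE, library totals and no filter each, 48 with the 2 groups alone, 50 with the exact test with TMM, 22 with blocks, 38 with limma, 9 of 12 tested with filterByExpr, 41 with the robust fit and 34 to 40 with 1 library left out. With 1 library left out, only the comparisons at its stage were tested again. The exact test with library totals, chosen after seeing the values, gives p under 0.05 for all 56 and so drops 0 of these 56. The paper calls novel_circ_001042 at GD16, where the quasi-likelihood test gave a log2 fold change of 1.14 with p above 0.05. Its p was 0.0417 with the 2 groups alone, 0.0482 in the exact test with TMM, and 0.0306 in the exact test chosen after seeing the values. The circRNA novel_circ_016600 had p under 0.05 in DESeq2, RLE, library totals, no filter, the 2 groups alone, both exact tests and limma, and without ARM GD15 replicate 2 or normal GD15 replicate 3. At GD14, novel_circ_011174 had it with the 2 groups alone, in both exact tests and in limma, and at GD16 novel_circ_008364 had it in both exact tests.

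The paper states that circRNAs tend to rise in every comparison of stages in the normal group, and in the ARM group from GD14 to the later stages. For normal embryos, 289 of 557 were higher from GD14 to GD16 and 225 of 430 from GD15 to GD16, and 159 of 337 from GD14 to GD15. In the ARM group, 211 of 390 were higher from GD14 to GD15 and 202 of 426 from GD14 to GD16. With RLE, fewer were higher than lower in each of these 5 comparisons. More were higher than lower from GD14 to GD15 in the normal group with DESeq2 (55 against 52), filterByExpr (15 against 11), the 2 groups alone (107 against 91), the blocks (73 against 69), limma (256 against 247) and without any 1 normal GD15 library. The same holds from GD14 to GD16 in the ARM group with library totals (215 against 213), no filter (331 against 147), the 2 groups alone (204 against 129), the exact test with TMM (208 against 78), the blocks (123 against 101), limma (492 against 217) and without any 1 ARM GD16 library. The paper proposes from the circRNAs of its network, those of Table 1, that reduced levels prevail in the ARM group. In Table 1, 41 comparisons were lower and 15 higher, in the quasi-likelihood test as in the paper. Over all calls, 168 of 308 were higher at GD14, 192 of 319 at GD15 and 181 of 333 at GD16, and over the stages together 294 of 502. More were lower than higher at GD14 with no filter (241 against 110), filterByExpr (16 against 13), the 2 groups alone (88 against 80), the exact test with TMM (84 against 38), limma (337 against 245) and without any 1 normal GD14 library. At GD15 this was so with DESeq2 (48 against 45), RLE (186 against 144), library totals (171 against 157) and filterByExpr (11 against 7), and at GD16 with the exact test with TMM (96 against 58), the blocks (37 against 31) and without any 1 normal GD16 library. Over the stages together it was so without ARM GD15 replicate 2 (297 against 276) or ARM GD16 replicate 2 (286 against 281).

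The paper states that ARM and normal samples form distinct clusters. The group accounted for 5.84% of the variance of single libraries (one-sided permutation p = 0.141), and the most similar library came from the same one of these groups for 8 of 18. The shares of the first and second components of the group means, 62.03% and 26.0%, do not differ from those of the paper's figure. The paper states that most lengths lie between 200 and 400 nt. The range over 200 and up to 400 nt held 20.9% of the circRNAs, and that over 500 and up to 1000 nt 27.1%, while per 100 nt the former was the fullest. With reads required in at least 3 libraries, the range over 400 and up to 500 nt, with 1012, held more than that over 200 and up to 300 nt, with 838. That over 300 and up to 400 nt, with 1075, held more than either. The paper states that total circRNA levels did not change significantly over time within the groups, and the p-value here is not under 0.05 either, while the direction depends on the measure. On the log2 scale, the median RPM of detected circRNAs changed by -0.76 from GD14 to GD15 in the ARM group (two-sided exact permutation p = 0.1). Every library of GD15 was below every one of GD14, and 3 libraries against 3 cannot give a smaller p. The median was 2 reads in each library, so this change restates the junction read totals. The mean of log2(RPM + 10) changed by 0.18 in that comparison, the other way.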

Other observations

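The tests of library size on the number and level of circRNAs, of the locus of novel_circ_001042, of circRNAs missing in single libraries, of both strands and of the group means were chosen only after the result was seen.

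Other splits of the 6 libraries of a comparison were tested in the same quasi-likelihood model, in which the smallest share that 10 splits can give is 1 of 10. At GD14, 3 of the 10 splits called at least as many circRNAs as the real one, at GD15 4 and at GD16 1. Between stages, 1 split, the real one, did so for GD14 to GD15 and GD14 to GD16 in the ARM group, 6 for GD15 to GD16 in the ARM group, and 1, the real one, for each of the 3 comparisons in the normal group. From GD14 to GD16, 426 circRNAs were called in the ARM group against 291 to 347 in the other splits, and 557 in the normal group against 293 to 362, with 25 and 23 after adjustment against at most 2 and 1. By the number of splits alone, chance cannot be told apart from a difference in any single one of these comparisons, because 3 libraries against 3 give no smaller share than 1 of 10. With stages split at the same time, edgeR's exact test with library totals called 438 circRNAs summed over the 3 stages, and 176 of 1000 combinations of splits called as many, from 354 to 503. Over the 3 stages together, 21 of 100 splits within stages called at least the 502 circRNAs of the real split, from 452 to 536 in the others. For the 7644 circRNAs seen in one of the ARM and normal groups and not in the other, 73 of 100 splits gave as many, from 7593 to 7735. Chance is therefore not excluded for these 3 numbers. In simulated libraries without a change at GD15, the quasi-likelihood test called 171 higher and 191 lower, against 192 and 127 in the real ones.

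Differences between stages accounted for more variance than permuted labels give (one-sided permutation p = 2e-05), so chance is excluded for the differences between stages as a whole. With every library thinned to 17163 reads, the permutation p was 1e-05 (one-sided, the smallest that 100000 permutations give), which argues against library size as the whole cause. A change of circRNA levels with stage stays open as a hypothesis, as do litter and sequencing batch, which are not given. In the principal components of the 6 group means, novel_circ_003866 held 42.3% of the squared loadings of the first component and novel_circ_008138 19.8%. The weight of a few circRNAs is therefore a candidate explanation of the share of that component. They do not take most of the counts, since the 10 most abundant circRNAs held 8.22% of the junction reads. On log2(RPM + 10) of the group means, the first component held 25.9% and the second 21.2%.

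The number of circRNAs detected in a library followed its junction reads, with r = 0.993 and rho = 0.975 (permutation p = 1e-05 each, the smallest that the permutations give, adjusted 2e-05), and r = 0.989 without the pair of libraries farthest from the median. The median RPM of the detected circRNAs fell with the junction reads, with r = -0.974 and rho = -1 (permutation p = 1e-05 each, the smallest that the permutations give, adjusted 2e-05), and r = -0.993 without that pair. Library size is therefore a candidate explanation of differences between the groups in the number detected. The median RPM is set by library size. The rho of -1 follows from a median of 2 reads in each library. These are 2 of the 4 relations computed, with two-sided p-values. No biological explanation was tested.

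The circRNAs of one source gene were compared by the product of their signed z values over pairs, for 6741 circRNAs of 1725 source genes, with shuffled gene labels. For ARM against normal over all stages the mean product was 0.0125 (one-sided permutation p = 0.134), so a shared change of source genes cannot be told apart from none, because the mean product is within the spread of the shuffles. From GD14 to GD16 the mean product was 0.233 (one-sided permutation p = 0.001, the smallest that 1000 shuffles give). A change of the source gene shared by its circRNAs is a candidate explanation of the changes from GD14 to GD16. Levels of the linear transcripts are not in the files, so the circRNA share of a gene was not tested.

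Of the 10 circRNAs of the source gene of novel_circ_001042, 8 share their span to within 5 nt with another one shifted by more than 50 nt. Among 1027 source genes with at least 5 circRNAs, 39 have any such circRNA and 2 reach 80%, with a median of 0. Reads from tandem near-identical copies at 1 locus are a candidate explanation of these 8, and no genome comes with the files to look for such copies. The log2 ratio of the other 9 circRNAs together between the ARM group and the normal group at GD16 was 0.0494 (two-sided exact permutation p = 0.9). A shift of the whole source gene cannot be told apart from a change of novel_circ_001042 alone, because the 9 had 1068 ± 531 RPM and 1105 ± 609 RPM (SD, n = 3 each), a spread that would hide one.

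Among the 176 circRNAs with a median of at least 20 reads per library, 3 had 0 or 1 read in a library, in 6 cases and 5 libraries. They are novel_circ_000063, novel_circ_001264 and novel_circ_017788, chosen after their values were seen. Of the 6 cases, 4 lie outside the shallowest library, which argues against a low-depth or failed library as the whole cause. There were 2 cases in ARM libraries and 4 in normal libraries, and a grouping with ARM or normal cannot be told apart from none, because 6 cases of 3 circRNAs are too few. The source gene of novel_circ_000063 has 2 other circRNAs with a median of at least 10 reads, novel_circ_000079 and novel_circ_000082, and both were at 0 or 1 read in the same pair of libraries, ARM GD15 replicate 3 and normal GD16 replicate 3. A variant of 1 locus shared by its circRNAs in those libraries, such as a difference between the parents, may explain these 2, and the parents are not given. These 2 circRNAs lie at 7258549 to 7258724 and 7258589 to 7258764 of chromosome 1, and their counts were equal in 10 libraries and differed by at most 2 reads in the others, so they may not be independent of each other.

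The table lists 126 pairs of circRNAs with the same coordinates on both strands, 252 circRNAs (1.38%). The read totals of the members of a pair had a rho of 0.861 over pairs. In 17 pairs with at least 100 reads on a strand, the rarer strand had 53.3% of the reads of the other at the median, from 0.920% to 91.3%. Reads assigned to the wrong strand cannot be told apart from circRNAs of both strands, because pairs are listed only where both strands have reads. In 93 of the pairs, 1 member is antisense. Of the 707 circRNAs with at least 100 reads, 25 are in such a pair, against 227 of the 17588 with fewer reads. No biological explanation was tested.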
